# Macrophage Gene Expression Associated with Remodeling of the Prepartum Rat Cervix: Microarray and Pathway Analyses

**DOI:** 10.1371/journal.pone.0119782

**Published:** 2015-03-26

**Authors:** Abigail E. Dobyns, Ravi Goyal, Lauren Grisham Carpenter, Tom C. Freeman, Lawrence D. Longo, Steven M. Yellon

## Abstract

As the critical gatekeeper for birth, prepartum remodeling of the cervix is associated with increased resident macrophages (Mφ), proinflammatory processes, and extracellular matrix degradation. This study tested the hypothesis that expression of genes unique to Mφs characterizes the prepartum from unremodeled nonpregnant cervix. Perfused cervix from prepartum day 21 postbreeding (D21) or nonpregnant (NP) rats, with or without Mφs, had RNA extracted and whole genome microarray analysis performed. By subtractive analyses, expression of 194 and 120 genes related to Mφs in the cervix from D21 rats were increased and decreased, respectively. In both D21 and NP groups, 158 and 57 Mφ genes were also more or less up- or down-regulated, respectively. Mφ gene expression patterns were most strongly correlated within groups and in 5 major clustering patterns. In the cervix from D21 rats, functional categories and canonical pathways of increased expression by Mφ gene related to extracellular matrix, cell proliferation, differentiation, as well as cell signaling. Pathways were characteristic of inflammation and wound healing, e.g., CD163, CD206, and CCR2. Signatures of only inflammation pathways, e.g., CSF1R, EMR1, and MMP12 were common to both D21 and NP groups. Thus, a novel and complex balance of Mφ genes and clusters differentiated the degraded extracellular matrix and cellular genomic activities in the cervix before birth from the unremodeled state. Predicted Mφ activities, pathways, and networks raise the possibility that expression patterns of specific genes characterize and promote prepartum remodeling of the cervix for parturition at term and with preterm labor.

## Introduction

Remodeling of the cervix plays an important role as the gatekeeper for birth. Morphological transformations associated with softening of the cervix occur in advance of the transition to a contractile phenotype by the uterine myometrium [1]. In the cervix of women at term, evidence suggests local inflammatory processes are enhanced because of an increased presence of leukocytes, specifically macrophages (Mφ) and neutrophils [2,3], as well as reduced cell nuclei density, an indication of hypertrophy and edema [4,5]. In women, these processes occur without a fall in systemic progesterone concentrations. Similarly in rodents during pregnancy, prepartum inflammatory processes and structural remodeling of the cervix occur before term near the peak of serum progesterone concentrations [5–7]. Within 3–5 days before term, cervical softening is characterized by hypertrophy and edema, i.e., reduced cell density, extracellular matrix degradation, i.e., decreased collagen content and structure, and increased residency by leukocytes [8–10]. Moreover, proinflammatory signals, complement activation, transcription factor regulation, and activities by various enzyme, are temporally coincident with the transition from softening to ripening [11,12].

Little is known about molecules and network pathways that mediate the remodeling process in the prepartum cervix. Molecular studies have focused on late pregnancy and near term. In peripartum women in labor, compared to those not in labor, increased expression of genes for proinflammatory chemokine and interleukin signaling, cellular movement, extracellular matrix degradation, and immune cell-mediated inflammation are found in the cervix [13]. Similar processes were found in pools of cervix from mice during the 4 days preceding birth [14], well after the remodeling process has begun. Other studies have focused on treatment effects, but not on molecules related to structure of the cervix [15–17]. Thus, the present study focused for the first time on the transcriptome of the prepartum compared to unremodeled rat cervix to determine if a network of genes constituted a critical inflammatory pathway for remodeling the cervix.

Previous studies also indicate that differential gene expression in the peripartum cervix reflects functions by immune cells and, from other tissues, inflammatory processes linked to Mφ activities [18–21]. The census of Mφs increases several-fold before term compared to that earlier in pregnancy before remodeling in mice and rats [8,22,23]. Thus, the major objective of this study was to test the hypothesis that a novel Mφ transcriptome and gene network distinguishes the late remodeled prepartum from unremodeled nonpregnant cervix. The findings suggest that differential regulation of clusters of genes, unique to the prepartum cervix, and in common with the unremodeled cervix in nonpregnant rats, may contribute to the remodeling process in preparation for birth.

## Methods

### General procedures

The Loma Linda University Institutional Animal Care and Use Committee approved all experimental procedures (OSR# 88036), which conformed to the National Research Council standards for care and use of laboratory animals. Adult female non-pregnant (NP proestrus based upon vaginal smears; n = 6) and pregnant Sprague Dawley rats on day 21 postbreeding (D21, typically the day before birth according past experience given breeder specifications that mating is day 0; n = 6) were obtained from Harlan Laboratories (Indianapolis, IN) and housed in the vivarium with free access to food and water under 12 h of light/day (on 0700–1900h, PST). Unless noted, reagents were obtained from Sigma Chemical Co (St. Louis, Mo).

### Processing of cervix

Immediately following CO2 asphyxiation, rats were perfused though the heart with warm saline to flush out blood and systemic cells. The cervix was excised and carefully trimmed to exclude vaginal folds, adherent fat, as well as the confluence of uterine horns. The isolated cervix was rinsed (1 ml of 0.1M phosphate buffered saline), minced with scissors, and cells dispersed (1mg/ml Collagenase B with DNAase in 25 mM HEPES-HBSS at 37° C with agitation by pipette every 0.5 h for 1.5 h). The suspension, which contains a variety of cervix cell types, was passed through a 70 μm filter, centrifuged, washed and, recentrifuged (10 min at 1200 rpm at 4° C), before the cell pellet was resuspended in 2 ml HEPES-HBSS. Isolated cervix cells from each of 3 individual rats in the NP and D21 groups were flash frozen at -80C in liquid nitrogen and stored for microchip analysis of gene expression (described below). Cells from the cervix of the remaining 3 rats in each group were subjected to a magnetic bead separation procedure to remove Mφs. Briefly, a 5 μl aliquot of the final cell suspension was mixed with 5 μl trypan blue and cell counts determined with a hematocytometer. An aliquot of the Mφ-specific ED1 antibody (1μg/10^6^ cells in 0.1 ml; Serotec, Oxford, UK) was added to the cervix cell suspension. The suspension was incubated for 10 min at 8° C, centrifuged, then the cell pellet washed twice in HEPES-HBSS (2 ml/10^7^ cells). As per instruction, the cell pellet was resuspended (about 10^7^cells/ml at 8° C) and a 0.025 ml aliquot of Dynabeads in HEPES-HBSS was added (0.1ml of beads solution/10^6^ cells; DynaMag, Invitrogen Inc). After 30 min of gently rotation and agitation at 10 min intervals, each vial was placed next to a magnet apparatus for 2 min to quarantine ED-1 bound Mφs. The Mφ-depleted supernatant was decanted into a microcentrifuge tube, flash frozen, and store at -80°C for gene expression analyses. The remaining pellet with ED-1 bound Mφs did not provide sufficient RNA for consistent or accurate microarray analyses. To confirm Mφ depletion, aliquots of dispersed cervix cells from NP and D21 postbreeding rats, just prior to and after Dynabeads magnetic separation of ED-1 bound Mφs, were processed by flow cytometry and data from each run analyzed using the same gating protocol using FloJo software. This approach eliminated more than 96.75% of all Mφs from dispersed cervix. Moreover, flow cytometry results indicated that ED-1 labeled Mφs were increased in prepartum vs NP cervix, a confirmation of previous findings for F4/80-stained Mφs in mice [23].

Frozen samples from four groups of dispersed cells from the cervix of NP rats with or without Mφs, as well as from D21 prepartum rats or prepartum cervix without Mφs were sent to GenUs Biosystems (Chicago, IL). Briefly, samples were lysed in Tri-reagent and total RNA isolated using phenol/chloroform extraction followed by purification over spin columns (reagents from Ambion, Austin, TX). The concentration and purity of total RNA was measured by spectrophotometry at OD260/280 and the quality of the total RNA sample was assessed using an Agilent Bioanalyzer with the RNA6000 Nano Lab Chip (Agilent Technologies, Santa Clara, CA). Labeled cRNA was prepared by linear amplification of the Poly(A)+RNA population within the total RNA sample. Briefly, 1 μg of total RNA was reverse transcribed after priming with a DNA oligonucleotide containing the T7 RNA polymerase promoter 5’ to a d(T)24 sequence. After second-strand cDNA synthesis and purification of double-stranded cDNA, *in vitro* transcription was performed using T7 RNA polymerase. The quantity and quality of the labeled cRNA was assayed by spectrophotometry and the Agilent Bioanalyzer. For the standard genome analysis, 1 μg of the purified cRNA from each individual cervix was fragmented to uniform size and applied to the Rat Gene Expression 4x44K v3 microarray chips in hybridization buffer (Agilent Technologies). Arrays were hybridized at 65° C for 17h in a shaking incubator and washed at 37° C for 1 min. Rinsed and dried arrays were scanned at 5 μm resolution with an Agilent G2565 Microarray Scanner (Agilent Technologies). Data from scanned images of arrays were processed and analyzed with Feature Extraction and GeneSpring GX v7.3.1 software (Agilent Technologies).

### Correlations, functional categories, canonical pathways, and Network analyses

Raw optical intensity data were normalized to the 75^th^ percentile of each array. Fold-changes and p values for gene expression were determined by comparing the average intensity from the entire cervix in rats on the day before expected birth (late remodeled) versus unremodeled state, i.e., D21 vs NP. To identify Mφ genes, expression of genes from dispersed cervix, with or without Mφs, were compared in D21 to NP rats. The threshold for significant differential gene expression was p<0.01 with 2-fold increase or decrease. Mφ genes were sorted based on 1) exclusive to D21, 2) exclusive to NP, or 3) non-exclusive in common to D21 and NP groups.

To evaluate genomic expression, expression patterns of Mφ genes in the cervix of individuals within groups were evaluated using Biolayout *Express* ^3D^ (http://www.biolayout.org/) [24,25]. For this analysis, genes were uploaded with the minimum threshold of significance (p<0.01 and fold >2 or <-2). These data for individuals were transposed and run to identify group clusters. To identify major clusters of genes that were related to Mφs, irrespective of group, the entire dataset from all 4 groups was uploaded and thresholds set for Pearson’s correlation (R> = 0.9) and a minimum intensity at 1 to generate a network graph. The Markov clustering algorithm (MCL settings: inflation = 1.7, minimum cluster = 3) was used to identify clusters of up regulated Mφ genes. This list of 27 gene clusters was extracted and reanalyzed as before, but only with data from whole cervix (with Mφ) to generate an exclusive Mφ gene correlation network. Limited numbers of down regulated Mφ genes precluded further Biolayout *Express* ^3D^ analyses.

Data were further analyzed by Ingenuity Pathway Analysis (IPA, Ingenuity Systems, Redwood City, CA) to identify functional categories and canonical pathways of Mφ genes in the cervix from the D21 group. Mφ genes that were exclusively regulated in the D21 group and most divergently regulated in common in D21 prepartum and NP group (ratio of >1.5-fold or <0.75-fold, D21 vs NP groups) were further analyzed to identify relevant functional pathways with a significant proportion of genes predicted to be activated or inhibited with respect to the referenced IPA literature database (p<0.01 and Z-Score>2 or <-2). Based upon the number of significantly regulated Mφ genes, a ranked table of canonical pathways was identified (p<0.05). Finally, a network of possible interactions among prepartum Mφ and other relevant genes was constructed.

### Quantitative Real-Time PCR validation

To validate the results of the microarray analysis, we chose highly regulated genes (FCN1, CD163, CCR2, MPEG1, COL4A5, HAS2) for analysis using real time PCR. Using the same probe sequences as those on the microarray chip, we designed primers with the use of Primer 3 web-based software (http://frodo.wi.mit.edu/primer3/). The primers were synthesized by Integrated DNA technologies (Coralville, CA). Total RNA (1 μg per reaction) was reverse transcribed using Quantitect reverse transcriptase kit (Qiagen, Valencia, CA). Relative expression was normalized to 18S RNA and fold-changes were calculated using the ΔΔCt method with normalization of individual PCR efficiencies. Samples were analyzed on the Roche LightCycler 1.5 (Roche, Indianapolis, IN).

### Statistics

To compare individual expression values across arrays, the raw intensity data from each gene was normalized to the 75^th^ percentile intensity of each array. Only genes with values greater than background intensity for all samples within individuals were further analyzed. Differences in mean intensity of expressed genes between the cervices from rats in D21 or NP groups, with or without macrophages, respectively, met or exceeded criteria of 2-fold change with p<0.01 (Welch’s t-test). Statistical significance in the real-time PCR data was assessed by one-way analysis of variance and the *post-hoc* Newman-Keuls test.

## Results

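RNA from the cervix of 12 rats was hybridised to 1-colour Agilent rat arrays, with 1 rat on each array and 3 rats in each of 4 groups: whole cervix from D21 rats, whole cervix from NP rats, and Mφ-depleted cervix from D21 and from NP rats. The authors deposited the scanner's processed intensity of each spot, without normalization between arrays, and a table of normalized values of the same arrays. Each array held 42877 spots other than controls for 30367 probes, and the scanner software rated between 44.9% and 61.8% of the probes as well above background. The 75th percentile of intensity ranged from 290 in Mφ-depleted cervix of NP rat 7 to 1171 in Mφ-depleted cervix of D21 rat 1. Intensities were put on the log2 scale and the 75th percentile of each array was subtracted, the percentile that the Methods name. A log2 value of 0 is therefore the 75th percentile of that array. Where a gene had several probes, the brightest was used. Genes well above background on all 3 arrays of at least 1 of the groups compared were tested with limma, with all 12 arrays sharing an estimate of the spread. A gene was called at the paper's threshold, an unadjusted p below 0.01 with at least a 2-fold change. The number of arrays limits the precision. Where a probe was not well above background on any array of a group, the fold is given as a bound. The bound sets the mean log2 value of the brighter group against the mean, over the arrays of the dimmer group, of the higher of the probe's own signal and the lowest signal rated well above background on that array.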

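In whole cervix, 14044 genes were tested between D21 and NP rats. Expression of 750 genes was higher and of 430 genes lower in D21 than in NP rats. With Benjamini-Hochberg adjustment of the limma p-values at 0.05 in place of the unadjusted threshold, 513 genes were higher and 233 lower. The methods' t-test on the same values gave 289 genes higher and 205 lower at the paper's threshold, and 0 and 0 after Benjamini-Hochberg adjustment. At an unadjusted p below 0.05 with a 2-fold change it gave 785 and 572. The 3 D21 rats did not overlap with the 3 NP rats for 44.3% of the genes tested, a state that 10% of genes reach by chance. The 6 whole arrays were all scanned on 1 day and lay on 2 slides. All D21 whole arrays shared 1 slide with whole NP rat 10, and whole NP rats 8 and 9 lay on the other. Slide is thus largely tied to group here and stays open as part of the explanation of these calls. With slide as a block, where only whole NP rat 10 is compared with D21 whole arrays within a slide, 415 genes were higher and 270 lower. With normexp background correction there were 415 higher and 128 lower, and with array weights 1168 and 867. Single rats moved them too. The number higher was 474 without whole NP rat 8, and the number lower 284 without whole D21 rat 6 and 237 without whole D21 rat 7.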

Analyses of microarray data in whole cervix of prepartum day 21 rats indicated that expression of 255 genes increased and 128 genes decreased relative to that in the NP group (Tables 1 and 2, respectively; p<0.01, contain fold differences ≥6 or ≤-5). A complete list of regulated genes has been uploaded (http://www.ncbi.nlm.nih.gov/geo/). Of the genes with most increased or decreased expression in the cervix from D21 versus NP rats, 34 were enhanced >6-fold and 22 were suppressed >5-fold. 

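Of the genes higher in D21 whole cervix, 128 were changed over 6-fold, and 72 of the genes lower in D21 were changed over 5-fold. By the methods' t-test 31 and 27 genes passed these limits. Gp2 had a log2 fold change of 8.17 (standard error 1.42, adjusted p = 0.0109 from limma) and Guca2b a log2 fold change of 6.92 (standard error 1.35, adjusted p = 0.0182 from limma), with 1 of the 3 NP arrays well above background for each. Ffar4 was not well above background on any NP array and was at least 28.9-fold higher in D21 (adjusted p = 0.00677 from limma). Fcgbpl1 was higher by 5.26 on the log2 scale (adjusted p = 0.00358 from limma). Fcgbp, well above background on every whole array, rose from 0.08 ± 1.65 in NP to 6.08 ± 0.29 in D21 rats on the log2 scale (SD, n = 3). Tnnc2, a troponin of skeletal muscle, was lower in D21 rats, with a log2 fold change of -4.01 (standard error 0.58, adjusted p = 0.00575 from limma). Serpinb12, Unc45b, Prss53 and Retn were not well above background on any D21 whole array and were at least 8.66-fold, 7.66-fold, 7.35-fold and 11.3-fold lower there. Of the 33 genes of Table 1 that could be tested, 30 were called higher, and of the 21 genes of Table 2 that could be tested, 21 were called lower. Gp2, Guca2b, Fcgbp, Fcgbpl1, Serpinb12, Prss53 and Retn were not called by the methods' t-test. Serpinb12, Unc45b, Prss53 and Retn were not called with normexp background correction.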

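Cfb lies on chromosome 20, 4077743 to 4077802, the coordinates of its probe in the rn4 build that the array files give. Its log2 intensity in whole cervix was 3.72 ± 0.33 in D21 and 0.55 ± 0.59 in NP rats (SD, n = 3), a log2 fold change of 3.17 (standard error 0.77, adjusted p = 0.0387 from limma). Cd163 (chromosome 4, 160423704 to 160423763) had a log2 fold change of 3.61 (standard error 0.50, adjusted p = 0.00485 from limma), with 2 of 3 NP arrays well above background. Pigr (chromosome 13, 43802502 to 43802936) was higher in D21 by 2.61 on the log2 scale (adjusted p = 0.0408 from limma), also with 2 of 3 NP arrays well above background. Chrnd was not well above background on any NP array and was at least 6.11-fold higher in D21. The brightest of the 3 probes of Ptgdr, which the files name Ptgdrl, had a log2 fold change of 1.26 (standard error 0.32, adjusted p = 0.0442 from limma). The other probes, looked at after the values were seen, were not well above background on any NP array and were at least 1.98-fold and 2.01-fold higher in D21. Hif1a was not called, with a log2 fold change of -0.17 (standard error 0.65, adjusted p = 0.908 from limma). The probe that the files name Hoxa9, whose transcript the RefSeq gene table lists as Hoxa7, was not well above background on any whole array, so that no fold is given. Hoxa9l, which that table gives as another name of Hoxa9, was not well above background on any D21 whole array and was at least 3.55-fold lower in D21 than NP rats (adjusted p = 0.0377 from limma), named after its values were seen. It was not called with normexp background correction, with slide as a block or by the methods' t-test after adjustment. Which of these the paper's HOXA9 is was not settled. Every D21 rat lay above every NP rat for Cfb, Cd163, Pigr, Chrnd and Ptgdr. Cfb and Pigr were not called with slide as a block. Pigr and Ptgdr were not called with normexp background correction. Ptgdr was not called by the methods' t-test. Ptgdr was not called without whole D21 rat 5, whole D21 rat 7 or whole NP rat 10 (log2 fold change 1.05 to 1.12, adjusted p = 0.144 to 0.2 from limma).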

Some of the most highly regulated genes included CFB, CD163, PIGR, CHRND, PTGDR, HIF1α, and HOXA9—transcriptional messages that are indicative of effector molecules from immune cells and the focus of further analyses.

**Table 1:** Increased expression of genes in whole cervix from prepartum D21 postbreeding versus nonpregnant rats (p<0.01; n = 3/group).

Symbol	Entrez Gene Name	Fold Change
O3FAR1	Omega-3 fatty acid receptor 1	48
SCGB3A1	Secretoglobin, family 3A, member 1	25
Gkn3	Gastrokine 3	24
CHRND	Cholinergic receptor, nicotinic, delta (muscle)	20
SOX9	SRY (sex determining region Y)-box 9	12
CD163	CD163 molecule	12
GALNT6	UDP-N-acetyl-alpha-D-galactosamine:polypeptide N-acetylgalactosaminyltransferase 6	12
CAPN5	Calpain 5	11
UCP3	Uncoupling protein 3 (mitochondrial, proton carrier)	11
CFB	Complement factor B	9
ANO7	Anoctamin 7	9
CLCA4	Chloride channel accessory 4	8
BCAS1	Breast carcinoma amplified sequence 1	8
CREG1	Cellular repressor of E1A-stimulated genes 1	8
ALPL	Alkaline phosphatase, liver/bone/kidney	8
ENTPD8	Ectonucleoside triphosphate diphosphohydrolase 8	7
PTGDR	Prostaglandin D2 receptor (DP)	7
UNC5B	Unc-5 homolog B (C. elegans)	7
KRT20	Keratin 20	7
EPS8L3	EPS8-like 3	7
SCN1B	Sodium channel, voltage-gated, type I, beta subunit	7
LGALS12	Lectin, galactoside-binding, soluble, 12	7
GJC2	Gap junction protein, gamma 2, 47kDa	7
EPHA2	EPH receptor A2	7
ATP8B3	ATPase, aminophospholipid transporter,class I, type 8B, member 3	6
Ces2b	Carboxylesterase 2C	6
PIGR	Polymeric immunoglobulin receptor	6
TBC1D2	TBC1 domain family, member 2	6
CDK18	Cyclin-dependent kinase 18	6
PLA2G2A	Phospholipase A2, group IIA (platelets, synovial fluid)	6
FOS	FBJ murine osteosarcoma viral oncogene homolog	6
DSG2	Desmoglein 2	6
UPK1B	Uroplakin 1B	6
CLDN7	Claudin 7	6

**Table 2:** Decreased expression of genes in whole cervix from prepartum D21 postbreeding versus nonpregnant rats (p<0.01; n = 3/group).

Symbol	Entrez Gene Name	Fold Change
UNC45B	Unc-45 homolog B (C. elegans)	−17
TNNC2	Troponin C type 2 (fast)	−16
ZP2	Zona pellucida glycoprotein 2 (sperm receptor)	−13
KRT4	Keratin 4	−10
BEX4	Brain expressed, X-linked 4	−10
PCP4L1	Purkinje cell protein 4 like 1	−10
THEM5	Thioesterase superfamily member 5	−8
HOXD10	Homeobox D10	−8
Gsta4	Glutathione S-transferase, alpha 4	−8
GDF5	Growth differentiation factor 5	−7
TNNI2	Troponin I type 2 (skeletal, fast)	−7
CASQ1	Calsequestrin 1 (fast-twitch, skeletal muscle)	−7
HOXD9	Homeobox D9	−7
PMEL	Premelanosome protein	−6
TRPC3	Transient receptor potential cation channel, subfamily C, member 3	−6
MOXD1	Monooxygenase, DBH-like 1	−6
MMP16	Matrix metallopeptidase 16 (membrane-inserted)	−6
CHRDL1	Chordin-like 1	−6
AMN	Amnionless homolog (mouse)	−5
MYOM1	Myomesin 1, 185kDa	−5
GZMM	Granzyme M (lymphocyte met-ase 1)	−5
HOXA9	Homeobox A9	−5

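Whole cervix was compared with cervix from which Mφs had been removed by magnetic beads, with 3 whole and 3 Mφ-depleted rats in each of the D21 and NP groups. These are different animals. In all 4 groups the cervix was dispersed into cells with collagenase, and the cells of the whole groups were frozen without the antibody and bead steps. A gene called higher in whole cervix has less signal after the bead separation, relative to the 75th percentile of the array. The whole arrays were scanned on the last of 3 days, together with 1 Mφ-depleted array of each group, and the other 4 Mφ-depleted arrays were scanned on the other days.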

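Lists of marker genes written before the data were examined describe what the separation removed, and 12 of the 15 genes of the Mφ list are also in the paper's tables. The Mφ genes had a mean log2 intensity of 2.11 ± 0.03 in whole and -2.30 ± 0.36 in Mφ-depleted cervix of D21 rats (SD, n = 3), and of 1.89 ± 0.33 and -2.85 ± 0.10 in NP rats. The median log2 fold change of the list was 4.55 in D21 and 5.13 in NP rats (adjusted p = 6.3e-07 for each by fry, the rotation test of limma, over 56 tests), and 14 of the 15 genes were higher in whole cervix in each group. Adjusted over the list alone, 13 of 15 genes tested in D21 and 11 of 13 in NP rats differed by limma, against 13 and 11 adjusted over all genes tested. With slide as a block the medians were 4.59 and 5.56, and with scan day as a block 4.98 and 5.78. Cd68 (chromosome 10, 56481726 to 56481785), the transcript of the ED1 antigen, was not called, with a log2 fold change of -0.14 in D21 (adjusted p = 0.884 from limma) and 0.54 in NP rats (adjusted p = 0.535). Cd14 was not called either, with 0.26 and -0.23. The smooth muscle list was higher in whole cervix by a median log2 of 1.96 in D21 and 4.50 in NP rats, and the fibroblast list by 1.40 and 4.28. Medians of -2.83 and -2.19 were found for the immediate-early gene list, -0.69 and -1.28 for the epithelial list, 0.55 and 0.42 for the endothelial list and -0.02 and 0.03 for the housekeeping list. By fry 31 of the 56 tests over all lists and comparisons passed an adjusted p of 0.05, and 12 of them did so by camera with an estimated correlation between genes.

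**Figure D1:**
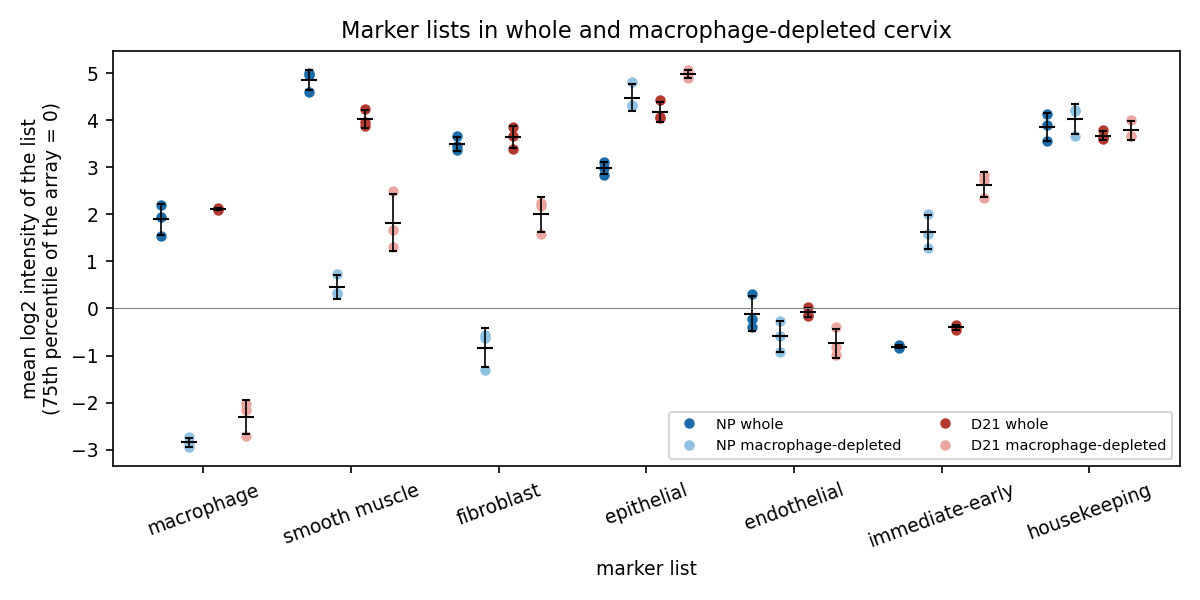
Mean log2 intensity of 7 lists of marker genes on each array, with 0 at the 75th percentile of the array. Points are rats, and lines are the mean and SD of 3 rats. The Mφ, smooth muscle and fibroblast lists lie higher in whole than in Mφ-depleted cervix, and the immediate-early list lies lower.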

To identify gene expression specifically related to Mφs, microarray data were compared from the whole cervix of D21 and NP rats to that following depletion of Mφ (Fig. 1 A and B). Expression of 194 and 120 genes were found to increase and decrease, respectively, in the cervix from prepartum D21 rats. Thus relative to whole cervix changes, macrophages accounted for 61 up- and 4 down-regulated genes. 

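Of 14242 genes tested in D21 rats, 1410 were higher and 1093 lower in whole than in Mφ-depleted cervix, and of 13400 tested in NP rats, 1815 were higher and 1437 lower. Called in D21 and not in NP rats were 657 genes higher and 581 lower in whole cervix. By the methods' t-test these were 215 and 177 genes, and 4 and 3 after Benjamini-Hochberg adjustment, named after their values were seen: Cd4, Tlr7 and 2 without a gene symbol were higher, and Fosb, Ucn2 and RGD1562406 lower. With slide as a block, 55 and 63 genes were called in D21 only, and with scan day as a block 207 and 323. Single rats changed the counts. All genes higher in whole cervix of D21 rats numbered 892 without Mφ-depleted D21 rat 1 and 2206 without Mφ-depleted D21 rat 4, and all genes lower 690 without Mφ-depleted D21 rat 1, 678 without Mφ-depleted D21 rat 2, 2358 without Mφ-depleted D21 rat 4 and 709 without whole D21 rat 7. Called in D21 only, without Mφ-depleted D21 rat 4, were 1370 higher and 1670 lower, and with each of the other 5 D21 rats left out in turn between 286 and 401 genes higher and between 271 and 412 lower. A gene called in D21 only is not shown to differ between D21 and NP rats. Of the genes higher in D21 only, 579 were also higher in whole cervix of NP rats without being called. The difference between the changes in D21 and NP rats, tested as an interaction in limma with Benjamini-Hochberg adjustment, was significant for 9 of the genes higher and 16 of the genes lower in D21 only.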

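Among the genes higher in D21 than NP whole cervix, 72 were also higher in whole than in Mφ-depleted cervix of D21 rats, and 48 genes were lower in both comparisons. Of these, 60 and 41 belonged to the genes called in D21 only. By the methods' t-test 12 genes were higher and 6 lower in both. With single rats left out, the number higher in both was 44 without Mφ-depleted D21 rat 2, 157 without Mφ-depleted D21 rat 4 and 34 without whole D21 rat 7, and the number lower 83 without Mφ-depleted D21 rat 4, 26 without whole NP rat 8, 29 without whole D21 rat 6 and 24 without whole D21 rat 7. The D21 whole arrays enter both comparisons, so that some overlap arises without any effect. In 100 simulations of unchanged groups sharing those arrays, a mean of 7.43 genes were higher and 7.31 lower in both. These groups gave a mean of 47.5 and 49.8 genes higher in the 2 comparisons, against 750 and 1410 called, so that they do not show what unrelated changes would share. Calls that fell independently of each other among the 13866 genes tested in both comparisons would give 76.3 genes higher and 24.6 lower in both. Another 70 genes lower in D21 than NP whole cervix were higher in whole than Mφ-depleted cervix of D21 rats, and 31 went the other way, where independent calls would give 36.3 and 51.8. Across genes, which are not independent replicates, the log2 fold changes of the 2 comparisons had a Pearson correlation of 0.149, against a mean of 0.5 in the simulated groups. The paper states that Mφs account for part of the genes changed in whole cervix. That these are the genes changed in both comparisons is a reading made here.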

Based upon fold-difference and p-value, the 32 most up-regulated Mφ genes that were exclusively in the prepartum cervix (Table 3) included proinflammatory markers of activation MHCII CD300, TLR7, and CCR2, extracellular matrix degradation (COL4A5), as well as wound healing markers CD206 (MRC1), CD163, F13A1 according to DAVID analysis (http://david.abcc.ncifcrf.gov ). 

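Of the 29 genes of Table 3 that could be tested, 29 were called higher in whole than in Mφ-depleted cervix of D21 rats. In NP rats 21 of them were called higher too, and the interaction between group and depletion was significant for 0 of them by limma after adjustment, and for 3 at an unadjusted p below 0.05. Tlr7 was at least 9.01-fold higher in D21 and at least 9.41-fold higher in NP rats, and Ccr2 at least 7.85-fold and 15.9-fold. Mrc1, which encodes CD206, was at least 23.2-fold higher in D21 and at least 7.4-fold higher in NP rats. Cd163 had a log2 fold change of 5.28 (standard error 0.50, adjusted p = 1.2e-04 from limma) in D21 rats. In NP rats it was well above background on 2 whole arrays and on no Mφ-depleted array, and was at least 2.56-fold higher in whole cervix. F13a1 had a log2 fold change of 5.01 in D21 and was at least 8.85-fold higher in NP rats. Col4a5 had log2 fold changes of 3.27 and 2.01 (interaction adjusted p = 0.369 from limma). Cd300a, a member of the CD300 family on the array, had 3.02 and 3.65. FCN1 was read as Fcna by the name of its probe in the files. Fcna is also listed in S1 Table and is counted for both tables, so that which gene FCN1 stands for is open. Fcnb, another ficolin gene, was at least 24.1-fold higher in D21 rats and was not tested in NP rats. Fcnb, Tlr7, Ccr2, Mrc1 and Cd300a were not called in D21 rats with normexp background correction. Fcnb and Ccr2 were not called in D21 rats with scan day as a block. Fcnb, Tlr7, Ccr2, F13a1 and Cd300a were not called in D21 rats with slide as a block. Tlr7 and F13a1 were not called in NP rats with normexp background correction. Tlr7, Ccr2, Mrc1, F13a1 and Col4a5 were not called in NP rats by the methods' t-test. Ccr2 and Col4a5 were not called in NP rats with slide as a block. Col4a5 was not called in NP rats with array weights or with scan day as a block.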

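Of the 28 genes of Table 4 that could be tested, 25 were called lower in whole than in Mφ-depleted cervix of D21 rats, and 20 were called lower in NP rats too. The change differed between D21 and NP rats for 4 of them by the limma interaction after adjustment, Egr4, Fosl1, Egr1 and Ccr9, of which Egr1 alone was well above background on all 12 arrays, and for 8 at an unadjusted p below 0.05. Edn2 was at least 8.06-fold lower in whole cervix of D21 rats, with no whole array well above background. Fosl1 was at least 12.2-fold lower, Egr4 at least 11-fold and Fosb at least 11.6-fold. In NP rats Fosb was at least 3.7-fold lower, while Fosl1 and Egr4, well above background on 2 and 2 of 3 Mφ-depleted arrays, were at least 1.91-fold and 1.12-fold lower. Col17a1 (chromosome 1, 253012167 to 253012198) had a log2 fold change of -3.02 (standard error 0.31, adjusted p = 1.7e-04 from limma) in D21 rats and -3.61 in NP rats (interaction adjusted p = 0.493 from limma). Edn2 was not called in D21 rats with normexp background correction or with slide as a block. Fosb was not called in NP rats by the methods' t-test or with normexp background correction.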

The 31 most down-regulated Mφ genes that were exclusively in the cervix from D21 rats (Table 4) included molecules linked to vasoconstriction (EDN2), cell growth (FOSL1, EGF4, FOSB), and intercellular adhesion (COL17A1). In addition, expression of Mφ genes in both prepartum and NP rats featured up-regulation of proinflammatory markers (CSFR1, CXCL13, CCR1, several HLA components, CREM, MMP12, and S5AR1), as well as down-regulation of message in signaling pathways (WNT10A, JUN/JUNB, BCL11B). 

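Csf1r (chromosome 18, 57105231 to 57105932) had a log2 fold change of 6.74 in D21 and 6.68 in NP rats between whole and Mφ-depleted cervix (adjusted p = 7.8e-06 and 2.3e-06 from limma), with 1 of 3 Mφ-depleted arrays of each group well above background. Cxcl13 was at least 29-fold higher in whole cervix of D21 rats and had a log2 fold change of 6.74 in NP rats. Ccr1 was at least 15.8-fold and 9.79-fold higher, and C5ar1 at least 18.6-fold and 23.9-fold. Mmp12 was at least 18.5-fold higher in D21 rats and had a log2 fold change of 4.54 in NP rats. For the rat MHC class II genes RT1-Da and RT1-Bb, log2 fold changes were 4.70 and 5.16 in D21 and 4.57 and 4.21 in NP rats. Crem was called in D21 rats (1.26, adjusted p = 0.018 from limma) and not in NP rats (0.52, adjusted p = 0.215), and the interaction was not significant (adjusted p = 0.383 from limma). Wnt10a had log2 fold changes of -3.44 and -3.79 and Jun of -2.46 and -2.19. Bcl11b, not well above background on any whole array, was at least 6.55-fold and 7.41-fold lower. Ccr1, C5ar1, Mmp12, Crem and Bcl11b were not called in D21 rats with normexp background correction. C5ar1 and Crem were not called in D21 rats with slide as a block. Mmp12 was not called in NP rats by the methods' t-test. RT1-Bb was not called in D21 rats with the mean of all probes. Crem was not called in D21 rats by the methods' t-test. Crem was not called in D21 rats without whole D21 rat 5 (log2 fold change 1.02, adjusted p = 0.0737 from limma).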

Other key differentially regulated molecules were ADAM10, CCL5, F3, and PVRL2.

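Adam10 had a log2 fold change of 3.32 (standard error 0.82, adjusted p = 0.0195 from limma) in D21 rats and 0.24 in NP rats (interaction adjusted p = 0.187 from limma). Its 3 Mφ-depleted D21 arrays had an SD of 2.32, and 2 of them were well above background. Ccl5 was higher in whole cervix by 2.02 in D21 and 3.55 in NP rats (adjusted p = 0.0186 and 3.2e-04 from limma). F3 and Nectin2, the present symbol of Pvrl2, were not called between whole and Mφ-depleted cervix, with log2 fold changes of 0.30 and 0.59 in D21 and -0.82 and -0.83 in NP rats. Both were higher in D21 than NP whole cervix, by 1.81 and 1.50 (adjusted p = 0.0102 and 0.0345 from limma). Adam10 was not called in D21 rats by limma on the 6 arrays compared, with the mean of all probes or with scan day as a block. Adam10 and Ccl5 were not called in D21 rats by the methods' t-test, with normexp background correction or with slide as a block. The interaction of Adam10 was significant with array weights. Nectin2 was not called between D21 and NP whole cervix with slide as a block. Without Mφ-depleted D21 rat 4, the interaction of Adam10 was significant (log2 difference 4.30, adjusted p = 0.00341 from limma). F3 was called in NP rats without whole NP rat 9 (log2 fold change -1.06, adjusted p = 0.0281 from limma).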

**Fig 1:**
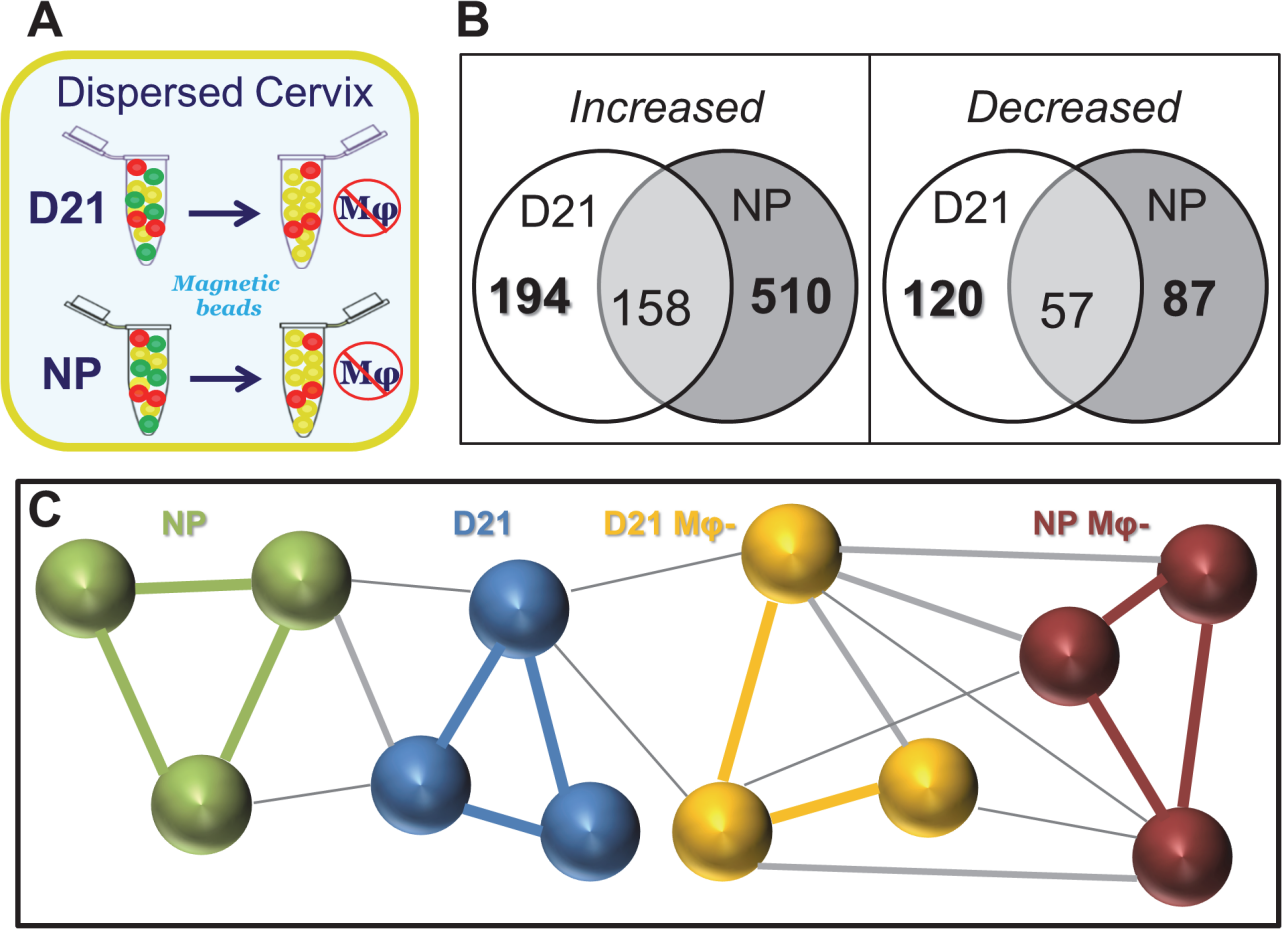
Subtractive approach in which macrophages were depleted from dispersed cervix from prepartum and nonpregnant mice to identify differential gene expression by macrophages. **A**. Cervix from perfused adult female Sprague-Dawley rats, on prepartum day 21 post-breeding (D21) or non-pregnant (NP) was carefully trimmed and dispersed (n = 6 each). Mφs were removed by magnetic bead separation from 3 rats in each group as described in detail in Methods. **B**. Venn diagram of differentially expressed Mφ genes in the cervix from prepartum (D21) or nonpregnant (NP) rats. Genes were exclusively increased or decreased in cervices from D21 or NP rats, except in the overlap region which indicates genes that were increased or decreased in cervices from both D21 and NP rats. No gene whose expression increased or decreased in the cervix from D21 or NP groups then decreased or increased in the cervix from NP or D21 groups, respectively. Number is the average of differentially expressed Mφ genes in whole divided by Mφ -depleted cervix/group (p<0.01, fold >2 or <-2; n = 3 rats). **C**. Pearson correlation of clustering patterns of gene expression in cervix of individual rats in NP and D21 groups with or without macrophages (Mφ-). Lines connecting microarray analysis for each individual indicates R>0.9 (group specific colors), R = 0.851–0.89 (grey), or R = 0.8–0.85 (thin grey).

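By limma at the paper's threshold, 1 gene was higher in whole than Mφ-depleted cervix of D21 rats and lower in NP rats, and 3 genes went the opposite way. These were named after their values were seen. The gene higher in D21 rats and 1 of the others have no gene symbol. Bex1 was not well above background on any D21 whole array and was at least 1.6-fold lower in whole cervix of D21 rats, and had a log2 fold change of 1.40 in NP rats (adjusted p = 0.00551 from limma), where 2 of 3 Mφ-depleted arrays were well above background. Camk2n1 had log2 fold changes of -1.22 and 1.22 (adjusted p = 0.0344 and 0.0228 from limma). By the methods' t-test at the paper's threshold 0 genes changed in opposite directions, and at an unadjusted p below 0.05 with a 2-fold change 2 did, lower in D21 and higher in NP rats. Bex1 and Camk2n1 were not called in D21 rats by the methods' t-test, with normexp background correction, with the percentile taken over probes detected on all arrays or with slide as a block. Bex1 was not called in D21 rats by limma on the 6 arrays compared or with the authors' normalized values. Bex1 and Camk2n1 were not called in NP rats by the methods' t-test, with normexp background correction, with slide as a block or with scan day as a block. Camk2n1 was not called in D21 rats with scan day as a block. Camk2n1 was not called in NP rats by limma on the 6 arrays compared. Bex1 was not called in D21 rats without Mφ-depleted D21 rat 1, Mφ-depleted D21 rat 4, whole D21 rat 6 or whole D21 rat 7 (log2 fold change -1.16 to -0.84, adjusted p = 0.0398 to 0.111 from limma). Camk2n1 was not called in D21 rats without Mφ-depleted D21 rat 1, Mφ-depleted D21 rat 2, whole D21 rat 5 or whole D21 rat 7 (log2 fold change -1.26 to -1.05, adjusted p = 0.0901 to 0.116 from limma). Camk2n1 was not called in NP rats without Mφ-depleted NP rat 5 or whole NP rat 9 (log2 fold change 0.90 to 0.93, adjusted p = 0.0814 to 0.0867 from limma).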

**Table 3:** Increased expression of Mφ genes exclusively in prepartum D21 rat cervix (p<0.01; n = 3/group).

Symbol	Entrez Gene Name	Function	Fold
FCN1	Ficolin 1 (collagen/fibrinogen domain)	Collagen-like domain, lectin activity; Clusters 2 & 8; ECM	77
GPR34	G protein-coupled receptor 34	Cell Signaling; SIG	68
CD206	Mannose receptor, C type 1	Cluster 2; ECM	67
CD300C	CD300c molecule	On specific immune cells & cell lines	57
MS4A4A	Membrane-spanning 4-domains, subfam A	Cluster 2	44
CD163	CD163 molecule	Scavenger receptor activity; Cluster 2	39
F13A1	Coagulation factor XIII, A1 polypeptide	Involved in wound healing; Cluster 2; ECM	32
PTPRC	Protein tyrosine phosphatase, receptor type C	Humoral&cell-mediated immunity; Cluster 1; ECM	30
RGS18	Regulator of G-protein signaling 18	Signal Transduction Inhibition; SIG	28
CPA3	Carboxypeptidase A3 (mast cell)	Catalyst of C-terminal amino acid release	27
Mcpt1	Mast cell protease 1	Chymotripsin-like activity, INFL	27
EVI2A	Ecotropic viral integration site 2A	Membrane complex protein receptor, Cluster 1	24
HLA-DRB1	MHCII, DR beta 1	Chronic inflammation; INFL	22
CCR2	Chemokine (C-C motif) receptor 2	MCP-1, -3, -4 chemokines; Cluster 1; INFL	22
FAIM3	Fas apoptotic inhibitory molecule 3	Apoptosis protection and immune system processes; Cluster 2; INFL	18
NMUR2	Neuromedin U receptor 2	Selective Neuropeptide Receptor	16
SMOC1	SPARC related modular calcium binding 1	Eye and Limb development Regulation	15
SLC11A1	Solute carrier family 11 member 1	Iron and Manganese Transporter	15
ARL11	ADP-ribosylation factor-like 11	Tumor suppression, apoptosis	14
TLR7	Toll-like receptor 7	Innate immune response via cytokine secretion and inflammatory responses; INFL	13
PPYR1	Pancreatic polypeptide receptor 1	Selective Neuropeptide Receptor	13
BCMO1	Beta-carotene 15,15'-monooxygenase 1	Enzyme Responsible for Retinal Formation	12
COCH	Coagulation factor C homolog, cochlin (L. polyphemus)	Cell Shape and Motility	12
PRKCB	Protein kinase C, beta	Phorbol esters receptor (tumor promoters); Cluster 13; SIG	12
MPEG1	Macrophage expressed 1	Expressed in macrophages.	12
MYO1F	Myosin IF	Intracellular movement; Cluster 1; ECM	12
MYO1G	Myosin IG	Intracellular Movements; ECM	11
TPSAB	Tryptase alpha/beta 1	ECM	10
SYNPO2	Synaptopodin 2	Actin Binding and Bundling; ECM	10
AOAH	Acyloxyacyl hydrolase (neutrophil)	Removes secondary (acyloxyacyl-linked) fatty acyl chains from the lipid A region of bacterial LPS	10
BTK	Bruton agammaglobulinemia tyrosine kinase	B cell maturation	10
COL4A5	Collagen, type IV, alpha 5	Type IV collagen formation in glomeruli structure; Cluster 6; SIG	10

Function designations in rat derived from DAVID (http://david.abcc.ncifcrf.gov), Biolayout *Express* ^3D^ cluster analyses, and IPA (ECM = extracellular matrix, INFL = inflammation, SIG = Signaling).

**Table 4:** Decreased expression of Mφ genes exclusively in prepartum D21 rat cervix (p<0.01; n = 3/group).

Symbol	Entrez Gene Name	Function	Fold
FOSL1	FOS-like antigen 1	SIG	−52
EGR4	Early growth response 4	Transcriptional regulation; SIG	−38
SMG6	Smg-6 homolog, nonsense mediated mRNA decay factor	Replication Regulation	−28
EGR1	Early growth response 1	Transcriptional regulation; SIG	−21
UCN2	Urocortin 2	Digestion Regulation	−17
CCR9	Chemokine (C-C motif) receptor 9	Chemokine receptor; INFL	−15
FOSB	FBJ murine osteosarcoma viral oncogene homolog B	DNA binding by Jun proteins; SIG	−15
CSRNP1	Cysteine-serine-rich nuclear protein 1	Tumor Suppression	−13
FOXN1	Forkhead box N1	Keratin Transcriptional Regulation and Immune Regulation	−13
DUSP5	Dual specificity phosphatase 5	Phosphoprotein	−12
C10orf10	Chromosome 10 open reading frame 10	Transcription Factor	−11
OVOL1	Ovo-like 1(Drosophila)	Zinc Finger Transcription Factor	−10
PLEKHA6	Pleckstrin homology domain containing, family A member 6	Phospholipid Binding Protein	−10
SAP25	Sin3A-associated protein, 25kDa	Transcriptional repression; SIG	−10
Hist2h4	Histone cluster 2, H4	Core nucleosome component; SIG	−9
ACRBP	Acrosin binding protein	Acrosin zymogen packaging and condensation; ECM	−8
COL17A1	Collagen, type XVII, alpha 1	Transmembrane Protein of Type XVII Collagen; ECM	−8
TP63	Tumor protein p63	SIG	−8
TRIM29	Tripartite motif containing 29	SIG	−7
CLDN4	Claudin 4	Tight Junction-Specific Obliteration	−7
C10orf2	Chromosome 10 open reading frame 2	Mitochondrial DNA Metabolism	−6
GPRC5A	G protein-coupled receptor, family C, group 5, member A	G-Protein Signaling; SIG	−6
THEM5	Thioesterase superfamily member 5	Mitochondrial Metabolism	−6
Calcb	Calcitonin-related polypeptide, beta	Induces Vasodilation	−6
MAP3K8	Mitogen-activated protein kinase 8	Cell cycle; SIG	−5
HELZ	Helicase with zinc finger	RNA metabolism; INFL	−5
IFRD1	INF-related developmental regulator 1	Proliferation/differentiation in NGF-induced pathways; INFL	−5
FAT2	FAT tumor suppressor homolog 2 (Drosophila)	Cell Adhesion and Proliferation	−5
NPFF	Neuropeptide FF-amide peptide precursor	Morphine Modulating Peptide	−5
HAP1	Huntingtin-associated protein 1	Protein Associated with Huntington’s Disease	−5
PKMYT1	Protein kinase, membrane associated tyrosine/threonine 1	Protein Kinase Superfamily; SIG	−5

Function designations in rat derived from analyses using DAVID (http://david.abcc.ncifcrf.gov ) and IPA (ECM = extracellular matrix, INFL = inflammation, SIG = Signaling).

We used Biolayout *Express* ^3D^ to evaluate the correlation of gene expression patterns among microarray datasets. 

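Pearson correlations between arrays were computed on log2 values across the 4471 genes called between whole and Mφ-depleted cervix in D21 or NP rats. Genes are not independent replicates, and these genes were chosen for differing between groups. The 3 pairs of D21 whole arrays had a mean R of 0.980 and the 3 pairs of NP whole arrays a mean R of 0.947. In Mφ-depleted cervix the means were 0.936 in D21 and 0.949 in NP rats, and the lowest pair within any group had R = 0.907.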

Individuals within each group had the highest Pearson correlations(R>0.9; Fig. 1C colored lines). 

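Between D21 and NP whole cervix, R had a mean of 0.897 over 9 pairs of arrays, 5 of them above 0.9. Between D21 and NP Mφ-depleted cervix the mean was 0.895, with 3 of 9 pairs above 0.9. Between whole and Mφ-depleted cervix the mean R was 0.765 in D21 and 0.616 in NP rats, with 0 pairs above 0.9.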

Gene expression patterns were correlated to a lesser extent among rats in both NP and D21 groups for whole cervix or after Mφ depletion. Thus, Biolayout *Express* ^3D^ identified individuals within each of the 4 groups in the study as most correlated in gene expression patterns.

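Over all pairs, the mean R was 0.953 within and 0.760 between the 4 groups, a difference of 0.193. Of the 15400 ways of dividing the 12 arrays into 4 groups of 3, only the real one gave a difference as large (exact permutation test, one-sided p = 6.5e-05, the smallest that these groupings can give). Over all 14476 genes detected in at least 1 group, which were not chosen for differing, the difference was 0.0786, and 2 of the groupings, the real one included, gave one as large. Over the called genes, with each rat left out in turn, the difference lay between 0.183 and 0.212. Groups were not spread evenly over slides. The D21 whole arrays all shared a slide, while the Mφ-depleted D21 arrays lay on different slides scanned on different days. This test therefore cannot tell likeness within a group from likeness within a slide. From these correlations the paper concludes that the rats of each group were the most alike in their expression patterns.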

Furthermore, Biolayout *Express* ^3D^ generated a network of 1418 Mφ genes with 69,761 edges of varying correlation. 

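Between the 2466 genes called higher in whole than Mφ-depleted cervix in D21 or NP rats and measured on every array, 152538 pairs had R of at least 0.9 over the 6 whole arrays, 5.02% of all pairs. With 6 arrays, high correlations arise by chance. When the arrays were permuted within each gene, a mean of 24864 pairs reached this limit (100 permutations, from 24375 to 25197). At R of at least 0.95 the number was 52830, and at 0.9, with whole rats left out in turn, a check chosen after the data were examined, it was 336027 without whole NP rat 9.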

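Markov clustering of these pairs with an inflation of 1.7 and at least 3 genes in a cluster gave 48 clusters. The 6 largest held 1225, 339, 195, 103, 46 and 44 genes, together 79.2% of the genes. Clusters were numbered by size and were not matched to those of the paper. With each of the 6 whole rats left out in turn, also chosen after the data were examined, there were between 16 and 25 clusters.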

Based upon Markov clustering analysis a network of 6 distinct clusters of Mφ gene expression patterns accounted for 80% of all regulated message (Fig. 2; Clusters 1–6 insets). Of these, expression was up-regulated in the cervix from D21 versus NP rats in 541 Mφ genes in Cluster 1, as well as 240, 143, 121, 43, and 32 Mφ genes in Clusters 2, 3, 4, 5 and 6. Distinct expression patterns indicated Mφ genes in Clusters 2 and 6 were more enhanced in the cervix of D21 versus NP rats. By contrast, Clusters 1, 3, and 4 had greater expression in the cervix from rats in NP versus D21 groups. 

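The clusters were made from correlations over the same whole arrays that are compared here. Their genes were chosen for being higher in whole cervix of D21 or NP rats. Large clusters that separate D21 from NP rats can therefore come from the clustering, and the separation is not independent evidence. The second cluster by size had a mean log2 intensity of 0.09 ± 0.08 in D21 and -0.97 ± 0.11 in NP whole cervix (SD, n = 3), a difference of 1.06 with no overlap between the rats (exact permutation test, two-sided p = 0.1, the smallest that 3 rats against 3 allow).

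**Figure D2:**
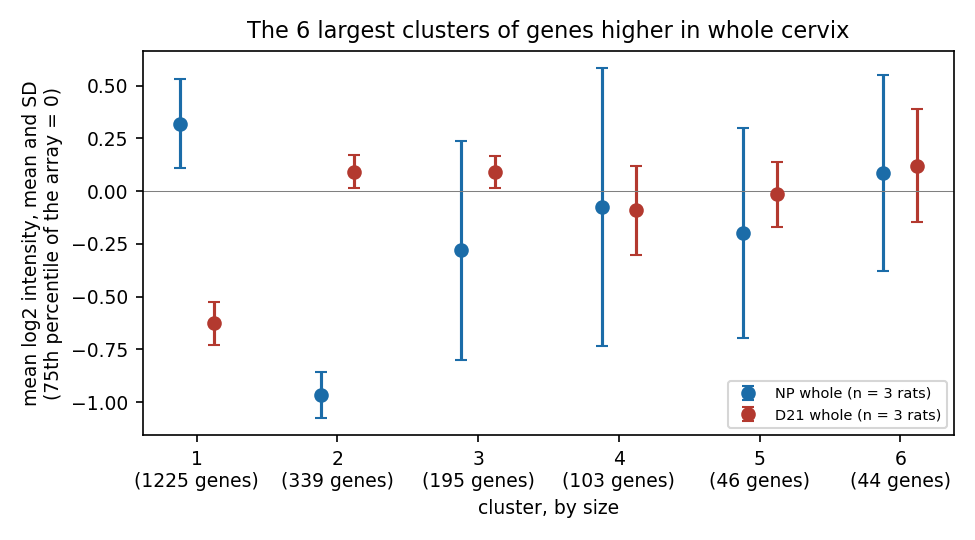
Mean log2 intensity of the genes of each of the 6 largest clusters in whole cervix, with 0 at the 75th percentile of the array. Points and bars are the mean and SD of 3 rats. Clusters 1 and 2 differ between D21 and NP rats without overlap, in opposite directions, and the bars of clusters 3 to 6 overlap.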

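The largest cluster had a mean log2 intensity of 0.32 ± 0.21 in NP and -0.63 ± 0.10 in D21 whole cervix (SD, n = 3), with no overlap between the rats (exact permutation test, two-sided p = 0.1). Of the 6 largest clusters, 2 had the higher mean in NP rats, and 4 did when the correlation was taken over all 12 arrays, at R of at least 0.95, or with an inflation of 2.0. With the whole rats left out in turn, again chosen after the data were examined, 2 to 4 of the 6 largest had the higher mean in NP rats. The number was 4 without whole NP rat 8, without whole NP rat 10 and without whole D21 rat 7.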

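The remaining 4 of the 6 largest clusters differed between D21 and NP whole cervix by less than the spread between NP rats. Their differences in mean log2 intensity, D21 minus NP, were 0.37, -0.02, 0.18 and 0.04 (exact permutation tests, two-sided p = 0.2, 1.0, 0.8 and 0.9).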

Cluster 5 contained Mφ genes that were equally enhanced in the cervix from D21 and NP groups. These Biolayout *Express* ^3D^ -identified unique clustering patterns of highly regulated Mφ gene expression were not predictive of a consistent functional activity when genes were cross-referenced with the DAVID database.

**Fig 2:**
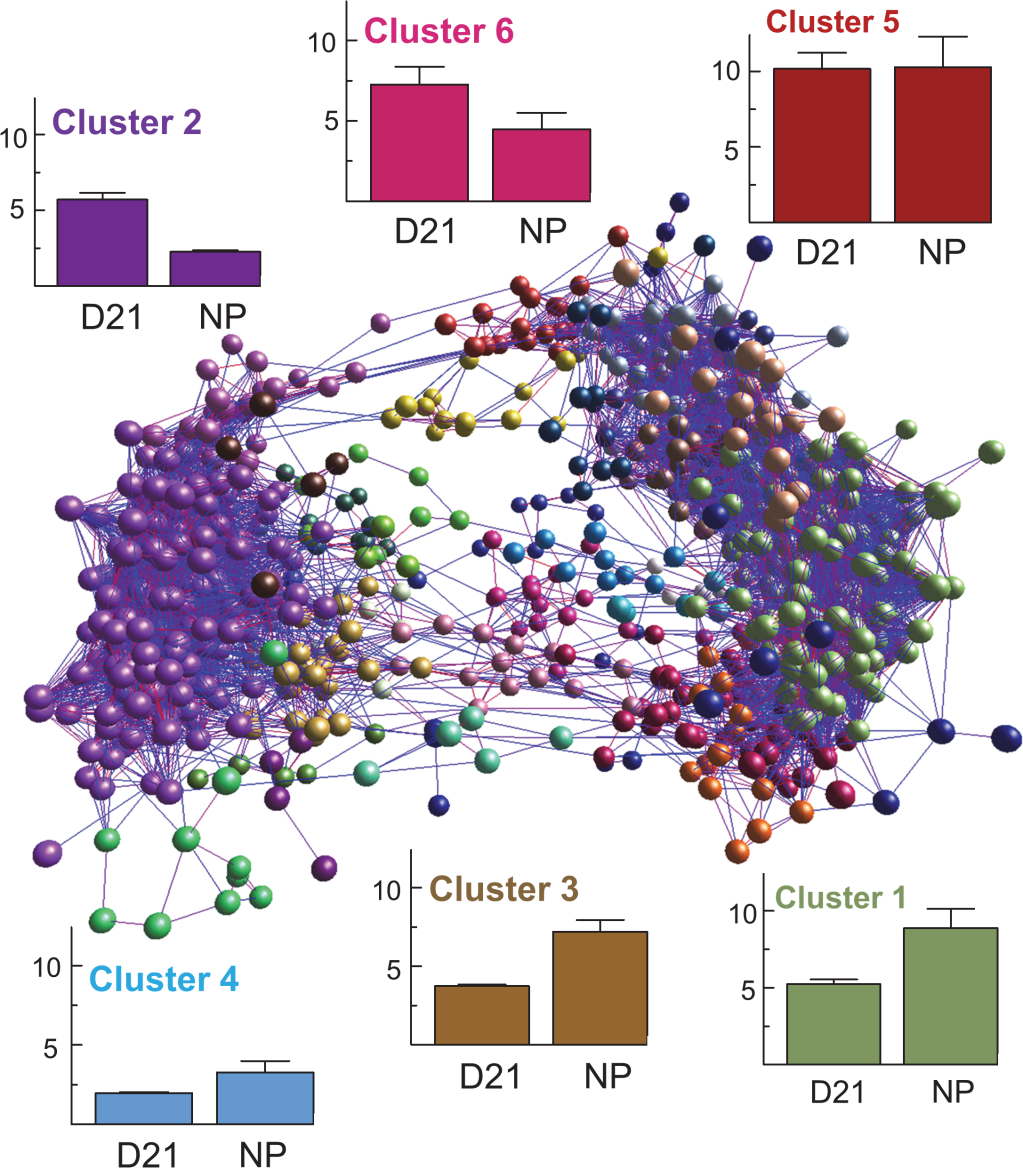
Biolayout *Express* ^3D^ analyses of Mφ gene expression and clustering analyses. Data were transposed in an analysis to identify correlations among groups based on individual gene expression levels (Pearson’s correlation of R≥0.9 and intensity >1 of dataset with fold >2 or <-2 and p<0.01). Markov clustering (MCL, inflation = 1.7) was used to identify clusters related to Mφ genes (microarray results from whole divided by Mφ -depleted cervix). These clusters were analyzed again to create the network schema with 1418 nodes and 69761 edges. Color of nodes represents membership in clusters. The 5 largest MCL clusters had distinct patterns that represent 80% of differentially regulated Mφ genes in cervix (histogram insets, average intensity ± SE, n = 3 rats/group).

For that reason, pathway analysis was used to identify functions associated with categories of regulated genes in the prepartum D21 and NP cervix (IPA Biological Functions Core analysis). Categories of functions were broadened to be more comprehensive and eliminate redundant IPA-designated annotations with overlapping genes (Fig. 3). In the cervix from prepartum versus NP rats, Z-score and p-value were used to identify categories of cellular functions predicted to be activated, i.e., tissue formation/structure, as well as cellular proliferation and differentiation of cells (Fig. 3A). Within these categories (D21 vs NP whole cervix), the IPA database identified activated function annotations for cancer and bone marrow-derived cells. Expression of Mφ genes exclusively in the prepartum cervix (D21 whole vs Mφ -depleted cervix, Fig. 3B) reflected particular function categories related to cellular movement, proinflammatory immune responses (phagocytosis), intercellular signaling, as well as growth, survival, and proliferation.

**Fig 3:**
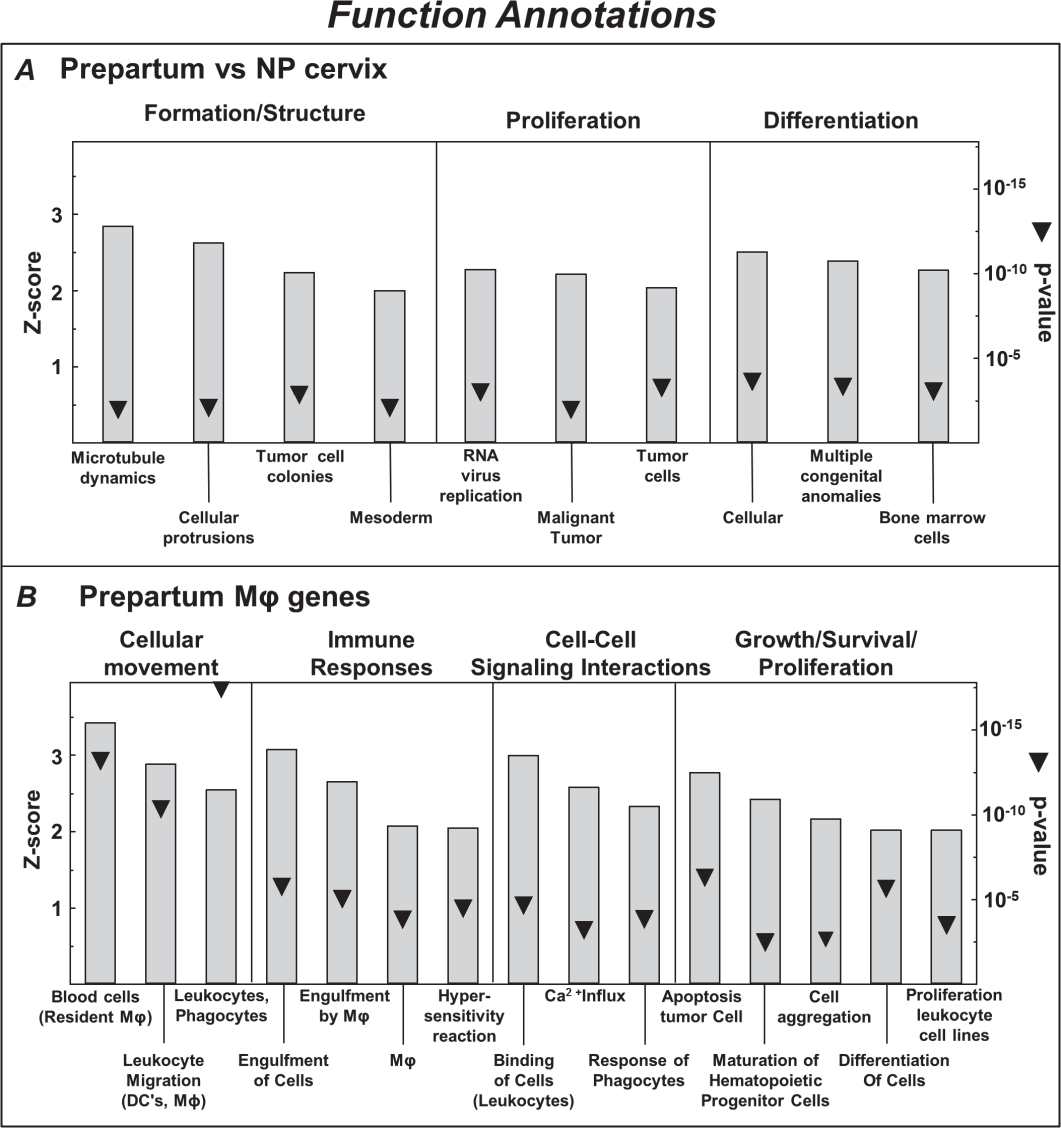
Functional annotations from Ingenuity Pathway Analysis (IPA) of increased expression of genes in the whole cervix from prepartum (D21) versus nonpregnant (NP) rats (A) and Mφ genes exclusively up-regulated in the cervix (whole vs Mφ-depleted) from prepartum rats (B). Categories of Function (Headings) and Annotations (histogram labels) consist of IPA designations based upon Z-score rank (threshold>2 estimates proportion of genes that were increased within each annotation; p < 0.01). Categories were broadened (Subheadings combined) to eliminate redundancy in IPA assignment of genes. p value is indicated by triangles. Mφ data analysis included expression of genes that were most divergently regulated, exclusively and in common, in cervices from D21 prepartum and NP groups (ratio of fold > 2 or < 2, D21 vs NP groups).

Only a few function categories were predicted to be inhibited based on the gene expression in cervix. IPA annotated inhibited function groupings in cervix from D21 versus NP rats were organismal death, cellular apoptosis and adhesion, HDL cholesterol, and reactive oxygen species generation. For Mφ genes in the cervix from prepartum rats, predicted inhibited function categories were innate immunity, axonal guidance/seizures, and proliferation of vascular smooth muscle.

Analyses of differential expression of genes in cervix from prepartum and NP rats identified in certain Canonical pathways were principally related to signaling and inflammation. Specific pathways were axonal guidance, intercellular junction communication, intracellular signal transduction, granulocyte adhesion and diapedesis, and cancer-related activities (Fig. 4A). Canonical pathways that reflected regulation of Mφ genes in the prepartum cervix included immune cell extravasation, diapedesis, and adhesion, nitric oxide, and reactive oxygen species production (Fig. 4B).

**Fig 4:**
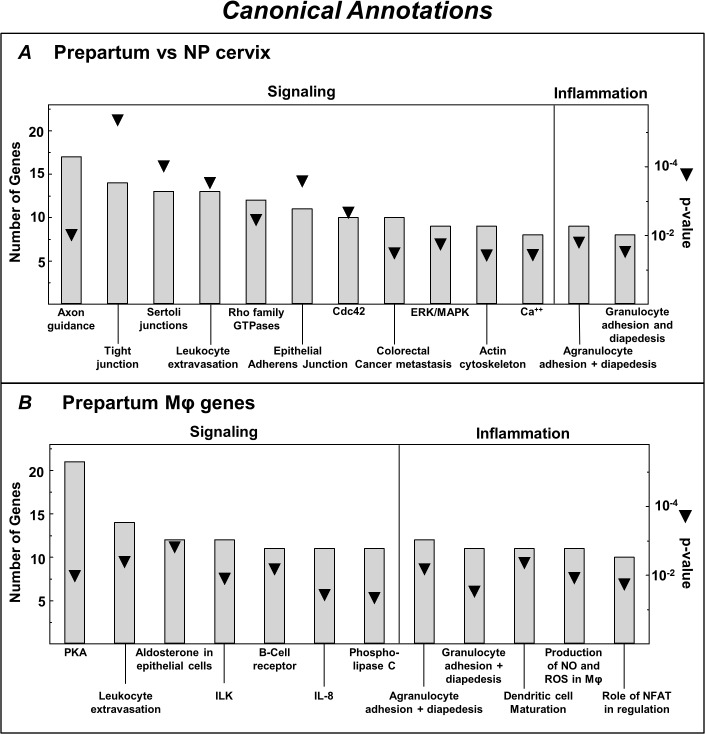
Canonical annotations from Ingenuity Pathway Analysis (IPA) of increased expression of genes in the whole cervix from prepartum (D21) versus NP rats (A) and Mφ genes exclusively up-regulated in the cervix (whole vs Mφ—depleted) from prepartum rats (B). Canonical pathways are IPA designations of rankings based on the number of genes with increased or decreased expression; p < 0.01. p value is indicated by triangles. Subheadings reflect IPA assignment of genes in common for Category annotations. Mφ data analysis included expression of genes that were most divergently regulated, exclusively and in common, in cervices from D21 prepartum and NP groups (ratio of fold >2 or < 2, D21 vs NP groups).

In contrast to Mφ genes that were exclusively regulated in the prepartum cervix, some Mφ genes were also differentially expressed in the cervix from both prepartum and NP rats. 

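Called in both D21 and NP rats were 753 genes higher and 512 genes lower in whole than in Mφ-depleted cervix. The methods' t-test gave 178 and 78 genes, and 4 and 0 after Benjamini-Hochberg adjustment, against 584 and 376 at an unadjusted p below 0.05 with a 2-fold change. The 4 are Cd302, Cd53, Fcgr2b and 1 without a gene symbol, named after their values were seen. Slide as a block gave 252 and 133 genes. The size of the change differed between D21 and NP rats, by the limma interaction after adjustment, for 72 of the genes higher and 6 of the genes lower in both. All 29 genes of S1 Table that could be tested were called higher in both groups.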

Common to both groups, 158 and 57 genes (Fig. 1, Venn diagram intersections), were consistently, more or less, up- or down-regulated (S1 Table, Mφ regulated genes in common). Some of the most disparate genes that were higher in D21 than NP were MMP12, Fcna, CCR1, and CD4. 

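Fcna, which the files name Fcn1, was at least 38.9-fold higher in whole than Mφ-depleted cervix of D21 and at least 9.98-fold higher in NP rats, and Cd4 at least 31.1-fold and 15.7-fold. Mmp12, Fcna, Ccr1 and Cd4 were not well above background on any Mφ-depleted D21 array, so that the size of their change is not measured there. Taking those signals as they stand, the interaction was not significant for any of the 4 genes (adjusted p = 0.439, 0.113, 0.739 and 0.208 from limma). In whole cervix Fcna was higher in D21 than NP rats by 1.82 on the log2 scale (adjusted p = 0.0258 from limma), and Mmp12, Ccr1 and Cd4 were not called. Fcna was not called between D21 and NP whole cervix by the methods' t-test, with normexp background correction or with slide as a block. Fcna was not called in NP rats with normexp background correction. The interaction of Fcna was significant with array weights.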

Others that were higher in cervix from NP than D21 rats included: CLMP, SERPINF1, CD34, MRC2, and PRLP. 

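Clmp, which the files name Asam, had log2 fold changes of 1.89 in D21 and 5.86 in NP rats between whole and Mφ-depleted cervix (interaction adjusted p = 0.00434 from limma), with 1 of 3 Mφ-depleted NP arrays well above background. Mrc2 had 1.57 and 4.42 (interaction adjusted p = 0.00692 from limma), and Prelp, not called in D21 rats, 0.50 and 3.56 (interaction adjusted p = 0.00875 from limma). Cd34 was at least 9.56-fold higher in whole cervix of NP rats and had a log2 fold change of 1.86 in D21 rats, and its interaction was not significant (adjusted p = 0.083 from limma). Serpinf1 had a log2 intensity of 2.52 ± 0.27 in D21 and -0.41 ± 0.34 in NP rats after Mφ depletion, and of 3.91 ± 0.30 and 4.57 ± 0.11 in whole cervix (SD, n = 3; interaction adjusted p = 0.00174 from limma, which uses all 12 arrays). Clmp, Mrc2, Cd34 and Serpinf1 were not called in D21 rats with slide as a block. The interactions of Clmp, Mrc2 and Prelp were not significant with normexp background correction. Mrc2, Cd34 and Serpinf1 were not called in D21 rats with normexp background correction. Mrc2 was not called in D21 rats with quantile normalization. The interaction of Prelp was not significant with slide as a block. Cd34 was not called in D21 rats with scan day as a block. The interaction of Cd34 was significant with quantile normalization or with array weights. Cd34 was not called in D21 rats without Mφ-depleted D21 rat 1, Mφ-depleted D21 rat 2, whole D21 rat 5, whole D21 rat 6 or whole D21 rat 7 (log2 fold change 1.73 to 2.01, adjusted p = 0.0825 to 0.122 from limma). Without Mφ-depleted NP rat 7 or whole NP rat 9, the interaction of Cd34 was significant (log2 difference -3.55 to -3.47, adjusted p = 0.0214 to 0.035 from limma).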

Based upon IPA analysis (S1 Fig), categories of specific functions by Mφ in the cervix include cell movement (leukocytes), inflammation (engulfment, response of myeloid cells, activation of phagocytes), growth and survival (differentiation and quantity of leukocytes, proliferation of cells, fatty acid metabolism), and cell signaling (adhesion of blood cells, binding of cells). No inhibited Mφ functional categories were identified. Canonical pathways related to the presence of Mφs in the prepartum cervix were cellular signaling by Cdc42, ILK, and protein kinase θ, as well as those related to aspects of inflammation, dendritic cell maturation, and agranulocyte adhesion and diapedesis (S1 Fig, panel B). 

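Called in NP and not in D21 rats were 1062 genes higher and 925 lower in whole than in Mφ-depleted cervix. By the methods' t-test these were 674 and 496 genes, and 458 and 242 after Benjamini-Hochberg adjustment. The same direction was seen in D21 rats for 879 and 788 of the genes called by limma. The limma interaction was significant after adjustment for 193 of the genes higher and 44 of the genes lower in NP only.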

Additional analyses were not done on Mφ genes that were exclusively up- or down-regulated in NP rats (S2 Table and S3 Table, respectively).

## Discussion

The objective of the present study was to identify differentially expressed genes and genomic pathways specifically related to Mφs in the cervix late in the remodeling process. In support of the hypothesis, major findings of this study were that a limited number of genes related to Mφs are up- or down regulated exclusively in the prepartum D21 on the day before birth compared to that in the unremodeled cervix before pregnancy. In addition, some Mφ genes in the cervix from both prepartum D21and NP rats were consistently either up- or down-regulated. Such genomic expression differences reflect broad changes associated with pregnancy, a subset of which may be specifically related to cervical remodeling. Overall, the majority of differentially regulated Mφ genes had predicted activities and canonical pathways that reflect morphological or structural transformations, including cellular proliferation, extracellular matrix reorganization, and cellular communication. Though conclusions based upon 3 rats/group may be a limitation of the study to resolve the spectrum of possible Mφ activities that distinguish a prepartum from unremodeled cervix, the evidence suggests that a novel network of molecules, associated with the extracellular matrix, as well as proinflammatory and signal transduction processes, may contribute to the remodeling process (Fig. 5).

**Fig 5:**
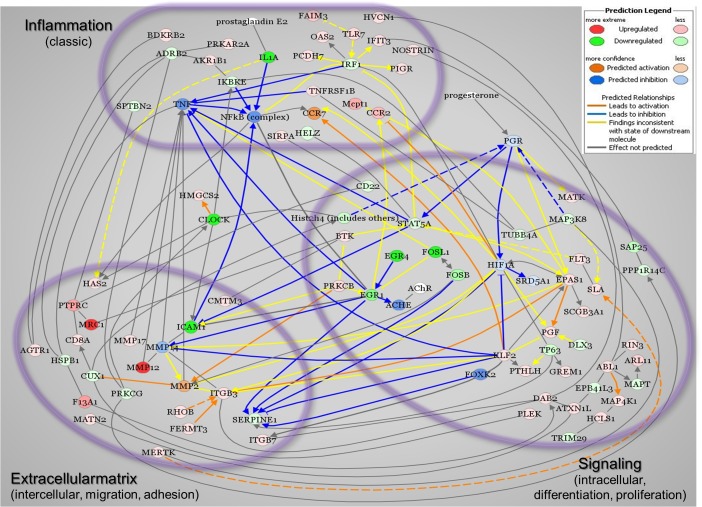
Proposed network of pathways that reflect expression of Mφ genes in the prepartum cervix based upon Ingenuity Pathway Analysis (IPA). Network includes Mφ genes exclusively regulated in the cervix from D21 rats and those regulated in both in D21 prepartum and NP groups, as well as known key molecules. Red signifies up-regulated genes and green indicates down-regulated expression. IPA drawn lines predicted activation (orange) or inhibition (blue) of gene expression between key molecules. Other lines indicate no known relationship (black) or uncertainty about relationship (yellow). Color intensity indicates relative expression based upon p-value or prediction intensity. Groups of genes are clustered into Inflammation, Extracellular matrix, or Signaling based on annotations provided by IPA.

The novel use of Biolayout *Express* ^3D^ and Ingenuity Pathway Analysis network analyses provides insights into the remodeling process that extends beyond current understandings. A complex clustering of Mφ genes with patterns of coexpression and functional groupings appear to characterize the prepartum versus the unremodeled cervix. Rather than indicating a specific change in expression of individual genes, evidence suggests highly connected cliques within a network of genes are collectively up- or down-regulated in the cervix by the day before birth. These Mφ genes are predictive of inflammation, extracellular matrix degradation, and signal transduction activities. Analyses of message expression patterns and networks expands our understanding of the coexpression, clustering, and connectivity of Mφ genes in the cervix near term, and raises the possibility that a unique phenotype of Mφ activities may tip the balance to accelerate fibrolytic activities and reduce fibrogenesis, e.g. Clusters 1, 3, 4 Mφ genes. Defining a molecular switch that characterizes the transition to ripening might have predictive value for when the remodeling process is advanced or delayed.

The contention that proinflammatory transcriptional molecules and pathways may be a component of the remodeling processes is consistent with a study of cervical biopsies from women in labor. Similar genes were implicated, to a limited extent, in previous studies of peripartum human and mouse cervix [13,14]. Some of these genes code for Mφ-related molecules that mediate the production of nitric oxide, reactive oxygen species, and ILK/IL-8 signaling, e.g., CD300, TLR7, and CCR2. In a broader context, up-regulation of genes that are exclusively in the peripartum cervix at term, such as CFB, PIGR, and PTGER4, are part of functional categories that include cellular movement and immune responses, as well as canonical pathways that involve leukocyte extravasation and signaling. 

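Ptger4 (chromosome 2, 54423296 to 54423355), like Cfb and Pigr, was higher in D21 than NP whole cervix, with a log2 fold change of 2.00 (standard error 0.43, adjusted p = 0.0254 from limma). Between whole and Mφ-depleted cervix of D21 rats it was not called (0.82, adjusted p = 0.182 from limma). Cfb and Pigr were not called in that comparison either, with log2 fold changes of -0.52 and 1.44 (adjusted p = 0.646 and 0.122 from limma). Ptger4 was not called between D21 and NP whole cervix by the methods' t-test or with normexp background correction. Ptger4 was called in D21 rats with array weights. Pigr was called in D21 rats by the methods' t-test or by limma on the 6 arrays compared. Ptger4 was called in D21 rats without Mφ-depleted D21 rat 4 (log2 fold change 1.29, adjusted p = 0.0215 from limma). Pigr was called in D21 rats without Mφ-depleted NP rat 5 (log2 fold change 1.44, adjusted p = 0.0337 from limma).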

In the present study, the identification of similar genes and pathways with the unique approach on the Mφ transcriptome related to chemokines, coagulation factors, and regulation of the extracellular matrix supports the novel hypothesis that Mφs are critical participants in remodeling processes that prepares the prepartum cervix for birth at term.

In addition to differentially regulated Mφ genes associated with proinflammatory activities, others reflect alternative wound-healing activities. Examples of this alternative phenotype include CD206, CD163, and F13A1, and COL4A5, which are associated with phagocyte activities such as engulfment and leukocyte migration. Limited numbers of predicted inhibited functional categories and pathways were related to organismal and cellular death (HOXD10 and HOXA9). 

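Hoxd10 (chromosome 3, 57309214 to 57309273) was lower in D21 than NP whole cervix, with a log2 fold change of -2.93 (standard error 0.46, adjusted p = 0.00794 from limma). Its log2 intensity was -3.53 ± 0.52 in D21, where 2 of 3 arrays were well above background, and -0.60 ± 0.40 in NP rats (SD, n = 3). Hoxd10 was not called with normexp background correction.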

The coexistence of up-regulated classic inflammatory and alternative wound-healing activities by Mφs are characteristic of fibrolytic processes in other tissues and pathologies in humans [26,27,28]. 

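Il10 was not well above background on any whole array of D21 or NP rats, nor on any Mφ-depleted D21 array, and was so on 1 Mφ-depleted NP array. Foxp3 was not well above background on any whole array either, and was so on 1 Mφ-depleted array of each group.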

Notably absent from the dataset are molecules related to anti-inflammatory processes, IL10 and FoxP3 in particular. Such differential gene expression may be indicative of a diversity of Mφ activities within a given tissue. This concept extends beyond the M1/M2 designations for models of Mφ activities, and is consistent with the emerging perspective that a spectrum of Mφ phenotypes may coexist within the same tissue to direct local morphological, physiological, or pathophysiological transformations [19].

These analyses and findings also present the novel idea that the remodeling process may depend upon differential expression of genes in the cervix of both prepartum and nonpregnant rats. Regulation of a network of genes in common suggests an ongoing process of inflammation at term and before pregnancy (S2 Fig). Although IPA analyses of microarray data has proven useful, an important limitation is the dependence on available literature, which predominantly does not include the cervix. Even so, the overall findings are strengthened by the experimental design where systemically perfused and carefully dissected cervices exclude the larger volume of blood and immune cells present in this tissue near term compared to that before pregnancy [23]. This focus on a resident cell population and the use of Biolayout *Express* ^3D^ revealed that the highest correlation of Mφ gene expression patterns in the prepartum cervix were among rats within each group and among 6 distinct clusters. The importance of this novel finding is that a balance of diverse Mφ activities (inflammation and would healing) may define the switch to ripening by the day before birth in advance of the onset of labor.

### Summary and perspective

Analyses of Mφ genes in the prepartum cervix indicate differential expression that is predictive of a unique combination of inflammation and wound-healing activities. Implications are that these molecules and pathways contribute to the remodeling process, during which the cervix *virtually disappears* in advance of birth and then is restored postpartum to an unremodeled unscarred state. Approaches to regulate such highly divergent expression of Mφ genes might prove useful to impede certain Mφ activities (inflammation, phagocytosis, migration, and repair), and importantly, to forestall the ripening process that is advanced with preterm birth. This same goal could be achieved by promoting activities by highly expressed Mφ genes in the cervix from NP versus prepartum rats to restore extracellular matrix structure and suppress inflammation, proliferation, and growth. The present study emphasizes the value of network and cluster analyses, though functions of many highly differentially regulated genes have yet to be realized or related to categories of activities and pathways that regulate remodeling of the cervix in preparation for parturition.

## Supporting Information

S1 Fig Functional annotations and Canonical pathways for macrophage gene expressed in cervix of prepartum and nonpregnant rats. A. Functional annotation categories B. Canonical Pathways from Ingenuity Pathway Analysis of genes in resident Mφs that are predicted to be activated in the cervix from rats both prepartum on D21 postbreeding and nonpregnant (p<0.01; n = 3/group). No functional annotations met criteria for significant inhibition. See legends to Figs. 3 and 4 for further details.
(TIF) Click here for additional data file.

S2 Fig Ingenuity Pathway Analysis of the proposed network of pathways that reflect expression of Mφ genes in common to the cervix from both prepartum D21 and nonpregnant rats. See Methods and legend to Fig. 5 for graph design details.
(TIF) Click here for additional data file.

S1 Table Increased expression of Mφ genes in cervix from both prepartum and nonpregnant rats. (PDF) Click here for additional data file.

S2 Table Increased expression of Mφ genes in the nonpregnant rat cervix. (PDF) Click here for additional data file.

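S2 Table lists genes that the paper found in NP rats only. All 53 of its genes that could be tested were called higher in whole than Mφ-depleted cervix of NP rats. In D21 rats 29 of them were called higher too, and for 29 of them the size of the change differed between D21 and NP rats by the limma interaction after adjustment.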

S3 Table Decreased expression of Mφ genes in the nonpregnant rat cervix. (PDF) Click here for additional data file.

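S3 Table lists genes that the paper found lower in NP rats only. All 28 of its genes that could be tested were called lower in whole than Mφ-depleted cervix of NP rats, and 25 of them in D21 rats too. The limma interaction was significant after adjustment for 0 of them, and at an unadjusted p below 0.05 for 10.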

# Supplementary material for: Macrophage Gene Expression Associated with Remodeling of the Prepartum Rat Cervix: Microarray and Pathway Analyses
**Source:** PLoS One. 2015 Mar 26;10(3):e0119782. doi: 10.1371/journal.pone.0119782
**Supplement:** S1 Table

Supplement Table 1. Increased expression of Mφ genes in cervix from both prepartum (D21) and nonpregnant (NP) rats (p<0.01; average whole/Mφ-depleted cervix/group)

| Symbol     | Entrez Gene Name                                                                       | Fold Change |     | Ratio D21/NP |
|------------|----------------------------------------------------------------------------------------|-------------|-----|--------------|
|            |                                                                                        | D21         | NP  |              |
| CSF1R      | colony stimulating factor 1 receptor                                                   | 107         | 100 | 1.073        |
| EMR1       | egf-like module containing, mucin-like, hormone receptor-like 1                        | 104         | 100 | 1.044        |
| Fcrls      | Fc receptor-like S, scavenger receptor                                                 | 87          | 100 | 0.870        |
| CD4        | CD4 molecule                                                                           | 85          | 50  | 1.695        |
| PLD4       | phospholipase D family, member 4                                                       | 72          | 100 | 0.719        |
| CXCL13     | chemokine (C-X-C motif) ligand 13                                                      | 65          | 100 | 0.654        |
| Lyz1/Lyz2  | lysozyme 2                                                                             | 62          | 100 | 0.617        |
| MMP12      | matrix metallopeptidase 12 (macrophage elastase)                                       | 58          | 20  | 2.890        |
| Fcna       | ficolin A                                                                              | 56          | 17  | 3.390        |
| CYBB       | cytochrome b-245, beta polypeptide                                                     | 52          | 100 | 0.521        |
| CCR1       | chemokine (C-C motif) receptor 1                                                       | 50          | 33  | 1.493        |
| LY86       | lymphocyte antigen 86                                                                  | 49          | 100 | 0.488        |
| RGD1562525 | similar to cell surface receptor FDFACT                                                | 49          | 100 | 0.488        |
| FCGR3A     | Fc fragment of IgG, low affinity IIIa, receptor (CD16a)                                | 40          | 33  | 1.195        |
| FCGR1A     | Fc fragment of IgG, high affinity Ia, receptor (CD64)                                  | 38          | 100 | 0.385        |
| CD53       | CD53 molecule                                                                          | 37          | 50  | 0.749        |
| HLA-DQB1   | major histocompatibility complex, class II, DQ beta 1                                  | 36          | 20  | 1.786        |
| MS4A6A     | membrane-spanning 4-domains, subfamily A, member 6A                                    | 35          | 50  | 0.702        |
| MS4A7      | membrane-spanning 4-domains, subfamily A, member 7                                     | 35          | 50  | 0.699        |
| FCER1G     | Fc fragment of IgE, high affinity I, receptor for; gamma polypeptide                   | 33          | 50  | 0.664        |
| C5AR1      | complement component 5a receptor 1                                                     | 33          | 100 | 0.331        |
| KCNMB1     | K <sup>+</sup> large conductance Ca <sup>++</sup> -channel, subfamily M, beta member 1 | 32          | 50  | 0.649        |
| POSTN      | periostin, osteoblast specific factor                                                  | 31          | 100 | 0.314        |
| Ms4a6b     | membrane-spanning 4-domains, subfamily A, member 6B                                    | 31          | 50  | 0.617        |
| Ms4a6c     | membrane-spanning 4-domains, subfamily A, member 6C                                    | 28          | 50  | 0.567        |
| LYVE1      | lymphatic vessel endothelial hyaluronan receptor 1                                     | 28          | 14  | 1.928        |
| HSPB7      | heat shock 27kDa protein family, member 7 (cardiovascular)                             | 27          | 100 | 0.268        |
| HLA-DRA    | major histocompatibility complex, class II, DR alpha                                   | 26          | 25  | 1.042        |
| CLEC4A     | C-type lectin domain family 4, member A                                                | 26          | 25  | 1.036        |
| HLA-DMB    | major histocompatibility complex, class II, DM beta                                    | 24          | 20  | 1.179        |
| ALOX5AP    | arachidonate 5-lipoxygenase-activating protein                                         | 22          | 50  | 0.442        |
| IGSF6      | immunoglobulin superfamily, member 6                                                   | 22          | 20  | 1.092        |
| MYLK       | myosin light chain kinase                                                              | 20          | 50  | 0.402        |
| GPR183     | G protein-coupled receptor 183                                                         | 20          | 25  | 0.802        |

# Supplementary material for: Macrophage Gene Expression Associated with Remodeling of the Prepartum Rat Cervix: Microarray and Pathway Analyses
**Source:** PLoS One. 2015 Mar 26;10(3):e0119782. doi: 10.1371/journal.pone.0119782
**Supplement:** S2 Table

**Supplement Table 2. Increased expression of Mφ genes in the nonpregnant (NP) rat cervix (p<0.01; average whole/Mφ-depleted cervix/group)**

# Supplementary material for: Macrophage Gene Expression Associated with Remodeling of the Prepartum Rat Cervix: Microarray and Pathway Analyses
**Source:** PLoS One. 2015 Mar 26;10(3):e0119782. doi: 10.1371/journal.pone.0119782
**Supplement:** S3 Table

**Supplement Table 3. Decreased expression of Mφ genes in the nonpregnant (NP) rat cervix (p<0.01 ; average whole/Mφ-depleted cervix/group)**

| <b>Symbol</b> | <b>Entrez Gene Name</b>                                                                  | <b>Fold Change</b> |
|---------------|------------------------------------------------------------------------------------------|--------------------|
| THSD4         | thrombospondin, type I, domain containing 4                                              | -37                |
| FOS           | FBJ murine osteosarcoma viral oncogene homolog                                           | -21                |
| HR            | hairless homolog (mouse)                                                                 | -11                |
| TP73          | tumor protein p73                                                                        | -10                |
| SELE          | selectin E                                                                               | -8                 |
| CDCA7L        | cell division cycle associated 7-like                                                    | -7                 |
| PAX2          | paired box 2                                                                             | -7                 |
| PLEK2         | pleckstrin 2                                                                             | -7                 |
| ARHGAP32      | Rho GTPase activating protein 32                                                         | -7                 |
| Gm884         | predicted gene 884                                                                       | -6                 |
| GADD45B       | growth arrest and DNA-damage-inducible, beta                                             | -6                 |
| TIAM1         | T-cell lymphoma invasion and metastasis 1                                                | -6                 |
| PTPRF         | protein tyrosine phosphatase, receptor type, F                                           | -6                 |
| SEMA3F        | sema domain,immunoglobulin domain(Ig),short basic domain,secreted,(semaphorin) 3F        | -5                 |
| IFFO2         | intermediate filament family orphan 2                                                    | -5                 |
| DLL1          | delta-like 1 (Drosophila)                                                                | -5                 |
| Terc          | telomerase RNA component                                                                 | -5                 |
| SYTL1         | synaptotagmin-like 1                                                                     | -5                 |
| MARK2         | MAP/microtubule affinity-regulating kinase 2                                             | -5                 |
| CAMSAP3       | calmodulin regulated spectrin-associated protein family, member 3                        | -5                 |
| SELP          | selectin P (granule membrane protein 140kDa, antigen CD62)                               | -5                 |
| B4GALNT1      | beta-1,4-N-acetyl-galactosaminyl transferase 1                                           | -5                 |
| CKMT1A/B      | creatine kinase, mitochondrial 1B                                                        | -5                 |
| JAG1          | jagged 1                                                                                 | -5                 |
| EPHB3         | EPH receptor B3                                                                          | -5                 |
| GNAT1         | guanine nucleotide binding protein (G protein), alpha transducing activity polypeptide 1 | -5                 |
| ULK1          | unc-51-like kinase 1 (C. elegans)                                                        | -5                 |
| ZNF692        | zinc finger protein 692                                                                  | -5                 |
| RGS12         | regulator of G-protein signaling 12                                                      | -5                 |
| KCNJ14        | potassium inwardly-rectifying channel, subfamily J, member 14                            | -5                 |

How the deposited data were processed for this re-analysis (not part of the article)

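Gene expression was measured on 1-colour Agilent arrays in cells dispersed from the cervix of 12 rats, 3 in each of 4 groups: whole cervix of D21 and NP rats, and cervix of other D21 and NP rats after removal of Mφs with the ED1 antibody and magnetic beads. Each array held 1 rat, and no rat gave more than 1 array. Groups and rat numbers were taken from the labels of the samples and the Methods, and all 12 samples could be assigned.

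The authors deposited the scanner intensities of each spot as the Feature Extraction software wrote them: background was subtracted, trends across the array were removed, and small signals were replaced by a positive surrogate, with no normalization between arrays. The authors also deposited a table of ratio values made in GeneSpring, in which each probe's intensity is divided by the 75th percentile of its array, rounded to 2 decimals. The 12 arrays lay on 4 slides scanned on 3 days, and between 44.9% and 61.8% of the probes of an array were well above background. The scale of the table, which it does not name, was found by setting each column against the intensities of the same array.

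Spots of one probe were averaged, control spots and spots that the software marked as outliers were left out (294 to 648 spots for an array), and the log2 of the 75th percentile of the array over the remaining probes was subtracted from each log2 intensity. Probes were named by matching their accessions, without version, to a table of RefSeq genes. This matched 17328 of 30367 probes (57.1%), and the name in the array files was kept for the rest, which gave 26572 gene names. For the 3435 genes with more than 1 probe, the probe with the highest mean signal over the 12 arrays was used. A gene was tested where it was well above background, by the rating of the scanner software, on all 3 arrays of at least 1 of the groups compared. Positions are those of the array files, in the rn4 build.

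The comparisons were D21 against NP whole cervix, and whole against Mφ-depleted cervix in D21 and in NP rats. They were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, a mean for each group, no covariates), with all 12 arrays sharing an estimate of the spread. Calls use the paper's threshold, an unadjusted p below 0.01 with a change of at least 2-fold, and Benjamini-Hochberg adjusted p-values at 0.05 are given beside them. Whether the change with Mφ depletion differs between D21 and NP rats was tested as an interaction in the same fit, for genes well above background on all 3 arrays of at least 1 of the 4 groups. Lists of marker genes were tested with fry and camera of limma. Correlations between arrays were tested over all divisions of the 12 arrays into 4 groups of 3, and clusters were made by Markov clustering of pairs of genes with a Pearson correlation of at least 0.9 over the 6 whole arrays, leaving out genes with a missing value. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 was used for the correlations, clusters and plots.

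The paper's Statistics section names Welch's test with the same threshold. Run on the same values it is called the methods' t-test. The number of arrays limits the precision: groups of 3 against 3 allow only 10 splits of the arrays, so that an exact permutation test cannot go below a p of 0.1.

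The genes named in the text were set by a rule: those the paper names in its text and tables, Cd68 as the transcript of the ED1 antigen, and for each comparison the 5 genes with the largest change in each direction among those called with an adjusted p under the limit and no overlap between the groups. Genes named outside the rule are said to be so. The lists of marker genes were Mφ (15 genes, 15 used), neutrophil (6 genes, 5 used), mast cell (10 genes, 6 used), T and NK cell (10 genes, 7 used), B cell (6 genes, 2 used), smooth muscle (10 genes, 10 used), fibroblast (10 genes, 10 used), epithelial (10 genes, 10 used), endothelial (10 genes, 10 used), skeletal muscle (10 genes, 4 used), adipocyte (7 genes, 5 used), immediate-early (22 genes, 17 used), heat shock (6 genes, 5 used) and housekeeping (8 genes, 7 used). Used are the genes with a value on all 12 arrays that were well above background on all arrays of at least 1 group. This left Nr4a3 out of the immediate-early list and Rpl13a out of the housekeeping list, although both could be tested alone. The lists, the rule and the alternatives below were set before the data were examined, except where the text says otherwise.

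The alternatives were the methods' t-test with and without adjustment, limma with the adjusted threshold or on the 6 arrays compared, normexp background correction (offset 50), quantile normalization, the percentile over probes detected on all arrays, no filter on background or a filter on every array, the mean of all probes of a gene, array weights, slide or scan day as a block, the authors' normalized values, and leaving out each rat. For the correlations and clusters they were all detected genes, linear intensities, rank correlation, all 12 arrays, a limit of 0.95 and an inflation of 2.0. Rats that share a number between groups are different animals, and no numbers were paired.

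The fits were tested on simulated data made from the arrays with 200 genes changed. Limma recovered 88, 90.5 and 90% of them in the comparisons of D21 with NP whole cervix, whole with Mφ-depleted cervix of D21 rats, and whole with Mφ-depleted cervix of NP rats, over 14044, 14242 and 13400 genes. It also called 107, 91 and 80 unchanged genes. After adjustment it recovered 77.5, 75 and 74% and called 12, 6 and 5 unchanged genes, and the methods' t-test recovered 57, 59 and 56.5% and called 19, 21 and 16 unchanged genes. The interaction recovered 62.5% of 200 genes over 14552 genes, with 4 unchanged genes called. The clustering was tested on genes drawn around 3 random profiles with little noise and no other genes, not on data made from the arrays. It placed 180 of 180 planted genes in the right cluster. For the fits, the simulated errors were independent between genes and had the same spread on every array, without slide effects. These rates need not hold for the real arrays.

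Some symbols were read as current ones: CSFR1 as Csf1r, S5AR1 as C5ar1, PRLP as Prelp, EGF4 as Egr4, PVRL2 as Nectin2, and FCN1 as Fcna. The readings of EGF4 and FCN1 are uncertain, and Fcna is also listed by the paper under its own name. The transcript of the probe named Hoxa9 is listed as Hoxa7, and Hoxa9l is listed as another name of Hoxa9, so that HOXA9 is open between them. The HLA components of the paper were read as rat MHC class II genes. Junb was not matched to a probe and is not analysed here. Real-time PCR, histology, flow cytometry and pathway analysis are not analysed here.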

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

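The counts over other splits of the arrays, the tests on the lists of smooth muscle and fibroblast genes in whole and Mφ-depleted cervix below, the tests on scan date and slide, and the fits on the last scan day alone were chosen after the result was seen. Genes of the marker lists named beside a count were named after their values were seen. The change between whole and Mφ-depleted cervix differed between D21 and NP rats for 345 of 14552 genes (limma interaction after adjustment). The log2 change was more positive in D21 rats for 64 of them and more positive in NP rats for 281, and 2729 genes had an unadjusted p below 0.05. The effects of depletion and of D21 against NP were taken out of the values, and D21 and NP were reassigned within the whole and within the Mφ-depleted arrays. In 100 such splits, the real one and 99 drawn at random, 1 gave as many genes, the real one, and the highest of the others gave 184. The effects taken out were fitted with the real groups, which can lower the counts of the other splits. Chance is therefore not excluded by this comparison alone. The number of genes that differed depends on single rats. It was 155 without Mφ-depleted NP rat 5, 554 without Mφ-depleted NP rat 7, 187 without Mφ-depleted D21 rat 1, 164 without Mφ-depleted D21 rat 2, 2467 without Mφ-depleted D21 rat 4, 136 without whole NP rat 8, 161 without whole NP rat 10, 153 without whole D21 rat 5, 132 without whole D21 rat 6 and 99 without whole D21 rat 7. With normexp background correction it was 52, with slide as a block 55, with no filter on background 100, with only genes above background on every array 125, with array weights 3628 and on the last scan day alone 73. D21 and NP rats differ in pregnancy, and a biological difference in what the Mφs express stays open and was not tested.

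Several lists of marker genes also changed unequally in D21 and NP rats. The median log2 change in D21 minus that in NP rats was -2.25 for the smooth muscle list (adjusted p = 0.0014 by fry of limma), -2.79 for the fibroblast list (adjusted p = 1.0e-04 by fry of limma), 0.91 for the epithelial list (adjusted p = 0.0152 by fry of limma) and -3.65 for the skeletal muscle list (adjusted p = 1.9e-04 by fry of limma). With slide as a block the epithelial list no longer passed (adjusted p = 0.143 by fry of limma, against 0.00778 to 0.143 over all alternatives), and with scan day as a block all 4 did, with adjusted p from 2.3e-04 to 0.0366 by fry of limma. By camera of limma with an estimated correlation the smooth muscle and epithelial lists did not pass (adjusted p = 0.0948 and 0.127). The skeletal muscle list rests on 4 genes, 2 of which are in the paper's tables. Its median difference was -2.26 without Mφ-depleted NP rat 7 and -2.08 without Mφ-depleted D21 rat 4, where more genes of the list pass the filter (5 and 5). With any 1 rat left out, all 4 lists still passed.

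The tables argue against lower expression in whole cervix of D21 rats as the explanation for the fibroblast list. Its mean log2 intensity in D21 whole cervix was higher than in NP whole cervix by 0.14, while in Mφ-depleted cervix it was higher in D21 than in NP rats by 2.84. For the smooth muscle list the mean differed by -0.84 in whole and 1.37 in Mφ-depleted cervix, so that part of its difference comes from the whole groups. A larger loss of stromal cells from the NP suspensions in the bead separation may explain the difference between the depleted groups. It cannot be told apart from other differences between these suspensions, since the numbers of cells of each type are not analysed here. A difference between D21 and NP cervix itself, such as how firmly stromal cells hold together, stays open and was not tested.

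Of the genes of the paper's tables, the change differed between D21 and NP rats by the limma interaction for 29 of S2 Table, 4 of Table 4 (Egr4, Fosl1, Egr1 and Ccr9), 2 of S1 Table (Hspb7 and Mylk), 0 of Table 3 and 0 of S3 Table. At an unadjusted p below 0.05 the numbers were 41, 8, 4, 3 and 10. Of the 6 genes named here, Egr1 and Mylk were well above background on all 12 arrays. Ccr9 was so on 0 of 3 whole and 3 of 3 Mφ-depleted arrays of D21 rats and on 1 of 3 in each group of NP rats, and Hspb7 on 2 of 3 Mφ-depleted arrays of D21 and 1 of 3 of NP rats. For Mylk, another probe, looked at after the values were seen, gave a log2 change of 4.33 in D21 rats, against 1.82 for the probe used. Its difference between D21 and NP rats may therefore depend on the probe. The text of the paper names 6 genes with such a difference. The log2 change in D21 minus that in NP rats was -3.97 for Clmp, -3.58 for Serpinf1, -3.05 for Prelp and -2.85 for Mrc2, which were more reduced by the Mφ depletion in NP rats. The fit gave -3.68 for Egr4 and -3.27 for Fosl1. Neither was well above background on any whole array, so that these differences rest on signals below background and are not measured. With normexp background correction the interactions of Clmp, Mrc2, Prelp, Egr4 and Fosl1 were not significant (log2 differences -2.37, -1.86, -2.73, -1.81 and -1.43). With slide as a block those of Prelp (-3.42), Egr4 (-2.73) and Fosl1 (-3.21) were not, nor were those of Mrc2 (-3.39), Prelp (-2.19), Egr4 (-2.72) and Fosl1 (-3.61) on the last scan day alone. Egr4 also lost it with scan day as a block (-3.31), with no filter on background, and without Mφ-depleted D21 rat 1, Mφ-depleted D21 rat 2, whole D21 rat 6, whole D21 rat 7, Mφ-depleted NP rat 5, Mφ-depleted NP rat 6 or whole NP rat 8 (log2 differences -3.78 to -3.19). For Serpinf1 the interaction was significant under every alternative run. Between whole and Mφ-depleted cervix the smallest median of the smooth muscle and fibroblast lists was 1.40, or 0.86 with scan day as a block. The genes that the depletion reduced more in NP rats move as the fibroblast list does, and the loss of cells other than Mφs in the separation may contribute. Expression of these genes by Mφs that differ between D21 and NP rats stays open and was not tested.

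The paper does not discuss neutrophil genes as a group, although a table gives neutrophil in the name of AOAH. The list of 5 neutrophil genes was higher in whole than Mφ-depleted cervix, by a median log2 of 1.37 in D21 (adjusted p = 0.00389 by fry of limma) and 0.64 in NP rats (adjusted p = 0.0152 by fry of limma), with 4 and 3 genes higher. Adjusted over the list alone, 1 of 5 and 2 of 4 genes differed by limma, and 1 and 1 over all genes (Csf3r in D21 rats and Csf3r and S100a8 in NP rats over the list, and Csf3r over all genes in both). Its signals are low, with a mean log2 intensity of -1.82 ± 0.12 in whole and -3.03 ± 0.20 in Mφ-depleted cervix of D21 rats (SD, n = 3). In NP rats the median was -0.147 without Mφ-depleted NP rat 7, 0.03 without Mφ-depleted NP rat 5 and 2.00 without Mφ-depleted NP rat 6, and without whole NP rat 8 the list did not pass (median 0.76, adjusted p = 0.053 by fry of limma). It passed in neither group once slide was a block (adjusted p = 0.323 in D21 and 0.149 in NP rats by fry of limma, in a range over the alternatives of 3.9e-04 to 0.323 and 3.9e-04 to 0.149), and with scan day as a block it passed in D21 and not in NP rats (adjusted p = 0.044 and 0.0746 by fry of limma). It did not pass by camera of limma with an estimated correlation (adjusted p = 0.251 and 0.5). Whether the separation removed neutrophils was not tested. Scan date and slide stay open as an explanation in both groups. With slide as a block only 15.3% of the genes called in D21 rats stayed past the threshold. A difference between D21 and NP rats was not found (interaction adjusted p = 0.729 by fry of limma).

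The endothelial list was higher in whole cervix of D21 rats by a median log2 of 0.55 (adjusted p = 0.0298 by fry of limma), with 8 of 10 genes higher, and 3 genes differed by limma adjusted over the list alone and 3 over all genes (Cdh5, Emcn and Tie1). It did not pass without Mφ-depleted NP rat 5, Mφ-depleted D21 rats 1 or 4, or whole D21 rats 5, 6 or 7, with medians from 0.30 without Mφ-depleted D21 rat 4 to 0.59 without whole D21 rat 7. Without Mφ-depleted D21 rat 2 it passed with a median of 0.87. Nor did it pass with slide as a block (median 0.09, adjusted p = 0.631 by fry of limma, in a range over the alternatives of 0.0133 to 0.631) or by camera of limma with an estimated correlation (adjusted p = 0.442). With scan day as a block it passed (median 0.80, adjusted p = 0.0367 by fry of limma). In NP rats it did not pass without a block (median 0.42, adjusted p = 0.115 by fry of limma), but passed with slide as a block (median 0.28, adjusted p = 0.0296 by fry of limma) and with scan day as a block (median 0.47, adjusted p = 0.0203 by fry of limma, in a range over the alternatives of 0.0203 to 0.386). The interaction was not significant (adjusted p = 0.687 by fry of limma). Why the blocks change these calls was not tested, and no biological explanation was tested.

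Heat shock genes, which the paper does not discuss as a group, were lower in whole than Mφ-depleted cervix. The median log2 change of the 5 genes was -1.35 in D21 (adjusted p = 1.9e-06 by fry of limma) and -1.58 in NP rats (adjusted p = 1.4e-05 by fry of limma), and no gene of the list was higher in either group. Adjusted over the list alone, 5 and 3 genes differed by limma, and 4 and 3 over all genes. These were Dnajb1, Hspa1b, Hspa8, Hspb1 and Hsph1 in D21 rats, the last of them over the list alone, and Dnajb1, Hspa1b and Hspb1 in NP rats. Slide as a block left both past the threshold (adjusted p = 0.00163 and 0.00147 by fry of limma, in a range over the alternatives of 1.9e-06 to 0.00163 and 1.3e-05 to 0.00147), while by camera of limma with an estimated correlation neither passed (adjusted p = 0.0583 and 0.134). The difference between D21 and NP rats was significant only without Mφ-depleted D21 rat 4, whole NP rat 9 or whole D21 rat 5 (medians -0.66, -0.59 and -0.66, against -0.51 with all rats). The antibody and bead steps that the Mφ-depleted cells alone went through may raise stress genes. The lowest Mφ-depleted array of the immediate-early list, too, lay 1.64 above its highest whole array on the log2 scale. Handling cannot be told apart from an effect of the Mφs on stress genes of other cells, since all Mφ-depleted and no whole suspensions went through these steps.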

How the results depend on the processing

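The fits on the last scan day alone and the clusterings with each whole rat left out were chosen after the data were seen. No gene called was called in the opposite direction under any of the 26 alternatives set beforehand. Which genes are called depends on them. Of 1180 genes called between D21 and NP whole cervix, 2503 between whole and Mφ-depleted cervix of D21 rats and 3252 in NP rats, 0, 11 and 693 stayed called by the methods' t-test after adjustment, and 387, 603 and 1391 by the methods' t-test at the paper's threshold. Among the limma fits the fewest stayed called with normexp background correction in whole cervix (489), with slide as a block in D21 rats (383) and with normexp background correction in NP rats (1957).

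The methods' t-test gave 289 higher in D21 whole cervix, 205 lower in D21 whole cervix, 393 higher in whole cervix of D21 rats, 255 lower in whole cervix of D21 rats, 852 higher in whole cervix of NP rats, 574 lower in whole cervix of NP rats, 215 higher in D21 only, 178 higher in both, 674 higher in NP only, 177 lower in D21 only, 78 lower in both and 496 lower in NP only. After Benjamini-Hochberg adjustment it gave 0 higher in D21 whole cervix, 0 lower in D21 whole cervix, 8 higher in whole cervix of D21 rats, 3 lower in whole cervix of D21 rats, 462 higher in whole cervix of NP rats, 242 lower in whole cervix of NP rats, 4 higher in D21 only, 4 higher in both, 458 higher in NP only, 3 lower in D21 only, 0 lower in both and 242 lower in NP only, where at an unadjusted p below 0.05 with a 2-fold change it gave 785 and 572 genes in whole cervix and 376 lower in both, against 750, 430 and 512 by limma at the paper's threshold. Limma with the adjusted threshold gave 233 lower in D21 whole cervix, and on the 6 arrays compared 659 lower in D21 whole cervix, against 430. The cause of these changes was not tested.

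Normexp background correction gave 415 higher in D21 whole cervix, 128 lower in D21 whole cervix, 544 higher in whole cervix of D21 rats, 420 lower in whole cervix of D21 rats, 1201 higher in whole cervix of NP rats, 851 lower in whole cervix of NP rats, 266 higher in D21 only, 278 higher in both, 245 lower in D21 only, 175 lower in both and 52 differing between D21 and NP rats. Of the calls in whole cervix 76.4% were then higher in D21 rats, against 63.6%. With the percentile taken over probes detected on all arrays there were 369 lower in D21 only, and 70.2% of the calls in D21 rats were higher in whole cervix, against 56.3%. The median log2 change of all genes in that comparison was then 0.13, against -0.06. No filter on background gave 100 differing between D21 and NP rats, and medians of all genes of -0.27 between D21 and NP whole cervix, 0.13 in D21 and 0.18 in NP rats. With only genes above background on every array there were 499 higher in D21 whole cervix, 915 higher in whole cervix of NP rats, 292 higher in both, 623 higher in NP only and 125 differing between D21 and NP rats. In NP rats 44.8% of the calls were then higher in whole cervix, against 55.8%, since genes lost from the Mφ-depleted arrays drop out of that test. For the other changes of this paragraph the cause was not tested.

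Array weights, from 0.182 for Mφ-depleted D21 rat 4 to 3.76 for whole D21 rat 7, gave 1168 higher in D21 whole cervix, 867 lower in D21 whole cervix, 2491 higher in whole cervix of D21 rats, 2083 lower in whole cervix of D21 rats, 1502 higher in D21 only, 1424 lower in D21 only and 3628 differing between D21 and NP rats. With slide as a block there were 415 higher in D21 whole cervix, 270 lower in D21 whole cervix, 307 higher in whole cervix of D21 rats, 196 lower in whole cervix of D21 rats, 55 higher in D21 only, 252 higher in both, 63 lower in D21 only, 133 lower in both and 55 differing between D21 and NP rats, with scan day as a block 801 higher in whole cervix of D21 rats, 630 lower in whole cervix of D21 rats, 207 higher in D21 only, 323 lower in D21 only and 307 lower in both, and on the last scan day alone, with 1 Mφ-depleted array in each group whose spread is assumed to be like that of the others, 816 higher in whole cervix of D21 rats, 557 lower in whole cervix of D21 rats, 192 higher in D21 only, 248 lower in D21 only, 309 lower in both and 73 differing between D21 and NP rats. A block leaves fewer arrays to compare within a slide or day, and whether the rest of the change comes from the slides was not tested. Under quantile normalization, the mean of all probes of a gene and the authors' normalized values, each of these counts stayed within the limit of a 1.5-fold change.

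With each rat left out in turn the counts were 474 (without whole NP rat 8) to 839 (without Mφ-depleted D21 rat 4) higher in D21 whole cervix, 237 (without whole D21 rat 7) to 586 (without whole NP rat 9) lower in D21 whole cervix, 892 (without Mφ-depleted D21 rat 1) to 2206 (without Mφ-depleted D21 rat 4) higher in whole cervix of D21 rats, 678 (without Mφ-depleted D21 rat 2) to 2358 (without Mφ-depleted D21 rat 4) lower in whole cervix of D21 rats, 1636 (without Mφ-depleted NP rat 5) to 1986 (without Mφ-depleted NP rat 7) higher in whole cervix of NP rats, 1187 (without whole NP rat 8) to 1734 (without Mφ-depleted NP rat 7) lower in whole cervix of NP rats, 286 (without Mφ-depleted D21 rat 1) to 1370 (without Mφ-depleted D21 rat 4) higher in D21 only, 606 (without Mφ-depleted D21 rat 1) to 836 (without Mφ-depleted D21 rat 4) higher in both, 901 (without Mφ-depleted NP rat 5) to 1257 (without Mφ-depleted NP rat 7) higher in NP only, 271 (without Mφ-depleted D21 rat 1) to 1670 (without Mφ-depleted D21 rat 4) lower in D21 only, 354 (without Mφ-depleted D21 rat 2) to 688 (without Mφ-depleted D21 rat 4) lower in both, 764 (without whole NP rat 8) to 1245 (without Mφ-depleted NP rat 7) lower in NP only and 99 (without whole D21 rat 7) to 2467 (without Mφ-depleted D21 rat 4) differing between D21 and NP rats. The lists of marker genes past the threshold, 31 of 56, were 27 to 33, and the difference between the array correlations within and between groups was 0.183 to 0.212. With single whole rats left out the network had 166635 to 336027 pairs and 16 to 25 clusters, against 152538 and 48, and 2 to 4 of the 6 largest clusters were higher in D21 rats. All cluster counts lay below the 48 with all rats. Fewer arrays make high correlations more frequent.

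At R of at least 0.95 the network had 52830 pairs and 125 clusters. Of the 6 largest clusters, 2 were higher in D21 rats at that limit, 2 with correlations over all 12 arrays and 2 with an inflation of 2.0, against 4, and the cause was not tested. The difference between the array correlations was 0.161 with linear intensities, 0.202 with rank correlation and 0.0786 over all detected genes, against 0.193.

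For the named genes, values under the alternatives and the last scan day kept their side of the threshold, and their direction where they were called, in 1900, 1966, 1838 and 1759 cases for D21 against NP whole cervix, for whole against Mφ-depleted cervix of D21 and of NP rats, and for the difference between these. In 115, 192, 89 and 137 cases the call was lost and in 43, 13, 25 and 40 gained, and in none was the direction of a call reversed. Values that were not called changed sign in 24, 19, 8 and 103 cases. Of the values for lists of marker genes, 800 were unchanged in this sense, of which 34 medians of lists that had not passed changed sign. In 25 cases a list lost and in 12 gained its call, and 3 medians of lists that had passed are counted as reversed. Outside that count, the median of the adipocyte list in D21 rats was -0.41 with slide as a block, against 1.90. For the skeletal muscle list in D21 rats the median was -0.0679 without Mφ-depleted NP rat 7 and without whole NP rat 9, against 1.27, and it reached 1.61 without Mφ-depleted D21 rat 2. The list then holds 5 genes in place of 4, since 1 more passes the filter, and no NP rat takes part in that median. For the neutrophil list in NP rats it was -0.147 without Mφ-depleted NP rat 7, against 0.64, and the cause was not tested.

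No paired analysis was possible because the rats of different groups are different animals and no groups that were compared share rat numbers. Numbers 5, 6 and 7 occur in NP rats after Mφ depletion and in whole cervix of D21 rats, which were not compared. The signal over background limits the results of dim genes: between 44.9% and 61.8% of the probes of an array were well above background, and changes of genes below it in a group are given as bounds.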

Differences from the paper's values

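A value is taken to differ where it is over 1.5 times the paper's, or under it by as much, and the gap exceeds the spread between rats where there is one. The alternatives are those set before the data were examined, and the methods' t-test is the test the paper's Methods name. Other probes of a gene were looked at after the values were seen. In whole cervix 750 genes were higher in D21 than NP rats, against the paper's 255, and the difference is absent by the methods' t-test, but present under the rest of the alternatives. The number lower in D21 whole cervix was 430, against the paper's 128, and the difference is absent with normexp background correction, but present under the rest of the alternatives. Over 6-fold higher were 128 genes, against the paper's 34, and the difference is absent by the methods' t-test, with normexp background correction and with only genes above background on every array, but present under the rest of the alternatives. Over 5-fold lower were 72 genes, against the paper's 22, and the difference is absent by the methods' t-test and with only genes above background on every array, but present under the rest of the alternatives. Called higher in whole than Mφ-depleted cervix in D21 rats only were 657 genes, against the paper's 194, and the difference is absent by the methods' t-test, with normexp background correction, with scan day as a block and without Mφ-depleted D21 rat 1, but present under the rest of the alternatives. Called lower in D21 rats only were 581 genes, against the paper's 120, and the difference is absent by the methods' t-test, but present under the rest of the alternatives. Higher in both groups were 753 genes, against the paper's 158, and the difference is absent by the methods' t-test, but present under the rest of the alternatives. Lower in both groups were 512, against the paper's 57, and the difference is absent by the methods' t-test, but present under the rest of the alternatives. Higher in NP rats only were 1062 genes, against about 510 in the paper's Fig. 1B, read by eye, and the difference is absent by the methods' t-test, by the methods' t-test after adjustment and with only genes above background on every array, but present under the rest of the alternatives. Lower in NP rats only were 925 genes, against about 87 in the paper's Fig. 1B, read by eye, and none of the alternatives removes the difference. Genes lower both in D21 than NP whole cervix and in whole than Mφ-depleted cervix of D21 rats numbered 48. The paper attributes 4 lower genes to Mφs, read here as genes lower in both. The difference is absent by the methods' t-test and with normexp background correction, but present under the rest of the alternatives. The network held 2466 genes, those called higher in whole cervix of D21 or NP rats, against the paper's 1418, and as a count of these genes, made after the values were seen and without building the network again, the difference is absent by the methods' t-test, with normexp background correction, with only genes above background on every array, with slide as a block, with scan day as a block, without Mφ-depleted D21 rat 1 and without whole D21 rat 7, but present under the rest of the alternatives. The alternatives for the edges kept these genes, and the edges numbered 152538, against the paper's 69761, and the difference is absent at R of at least 0.95, but present under the rest of the alternatives.

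Sox9 had a fold of 7.1, against 12 in the paper's Table 1, and the difference is absent with quantile normalization, with the mean of all probes, with array weights, with slide as a block, without whole NP rat 9, without whole D21 rat 5 and without whole D21 rat 6, but present under the rest of the alternatives. Sox9's other probe gave at least 6.74-fold higher. Bcas1 had a fold of 4.83, against 8 in the paper's Table 1, and the difference is absent with quantile normalization, with the mean of all probes, with array weights, with slide as a block, without whole NP rat 9, without whole NP rat 10, without whole D21 rat 5 and without whole D21 rat 7, but present under the rest of the alternatives. Bcas1's other probe gave 7.81-fold higher. Ptgdr had a fold of 2.4, against 7 in the paper's Table 1, and the difference is absent with the mean of all probes, but present under the rest of the alternatives. Ptgdr's other probes gave at least 1.98-fold higher and at least 2.01-fold higher. Epha2 had a fold of 3.42, against 7 in the paper's Table 1, and the difference is absent with the mean of all probes, but present under the rest of the alternatives. Epha2's other probe gave 6.55-fold higher with 1 of 3 arrays of the dimmer group well above background. Tbc1d2 had a fold of 3.85, against 6 in the paper's Table 1, and the difference is absent with quantile normalization, with the mean of all probes, with array weights, without whole NP rat 9, without whole NP rat 10 and without whole D21 rat 6, but present under the rest of the alternatives. Tbc1d2's other probe gave 5.99-fold higher with 1 of 3 arrays of the dimmer group well above background. Tpsab1 had a fold of 5.11, against 10 in the paper's Table 3, and the difference is absent with quantile normalization, with scan day as a block, without Mφ-depleted D21 rat 1, without Mφ-depleted D21 rat 2 and without whole D21 rat 7, but present under the rest of the alternatives. Tpsab1 has no other probe. Smg6 had a fold of -1.91, against -28 in the paper's Table 4, and none of the alternatives removes the difference. Smg6 has no other probe. Plekha6 had a fold of -1.06, against -10 in the paper's Table 4, and none of the alternatives removes the difference. Plekha6's other probe gave at least 5.42-fold lower. H4c14 had a fold of 1.03, against -9 in the paper's Table 4, and none of the alternatives removes the difference. H4c14's other probe gave at least 3.68-fold lower. Mylk had a fold of 3.54, against 20 in the paper's S1 Table, and none of the alternatives removes the difference. Mylk's other probe gave 20.1-fold higher. Tnnc2 had a fold of 247, against 100 in the paper's S2 Table, and the difference is absent with normexp background correction, without Mφ-depleted NP rat 5, without whole NP rat 8 and without whole NP rat 10, but present under the rest of the alternatives. Tnnc2 has no other probe. The folds of S2 Table can be written as rounded reciprocals of a ratio in hundredths, which do not go over 100. A cap of that column therefore stays open for Tnnc2, whose ratio of arithmetic means was 0.0036 in the authors' normalized values. Ap1s2 had a fold of 27.2, against 50 in the paper's S2 Table, and the difference is absent with the mean of all probes, with array weights, without Mφ-depleted NP rat 7 and without whole NP rat 9, but present under the rest of the alternatives. Ap1s2's other probe gave at least 19.8-fold higher. Smoc2 had a fold of 20.2, against 50 in the paper's S2 Table, and the difference is absent with the mean of all probes and with slide as a block, but present under the rest of the alternatives. Smoc2's other probe gave 58.9-fold higher with 2 of 3 arrays of the dimmer group well above background. Gpr183 had a fold of 10.1, against 25 in the paper's S1 Table for NP rats, and the difference is absent with the mean of all probes and without Mφ-depleted NP rat 6, but present under the rest of the alternatives. Gpr183's other probe gave at least 8.72-fold higher. With signals below background taken as they stand, each of these other probes gave a fold nearer to the paper's than the probe used. These were 12.4 for Sox9, 7.00 and 6.68 for Ptgdr, -9.51 for Plekha6, -8.70 for H4c14, 55.7 for Ap1s2 and 30.3 for Gpr183. The choice of the brightest probe can therefore account for the gaps of the genes with another probe.

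The paper names HIF1α among the most regulated genes of whole cervix. Hif1a was not called, with a log2 fold change of -0.17 (adjusted p = 0.908 from limma), and no alternative called it.

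No gene changed in opposite directions in D21 and NP rats, by the paper. By limma 1 gene was higher in D21 and lower in NP rats and 3 were the other way round, and 0 did so by the methods' t-test at the paper's threshold. At an unadjusted p below 0.05 with a 2-fold change the methods' t-test gave 0 and 2.

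The paper gives more of its largest clusters as higher in NP than in D21 rats. Here 4 of the 6 largest had the higher mean in D21 rats, and only the 2 largest differed without overlap, 1 in each direction. The clusters were not matched to the paper's, and were made from the same arrays on which D21 and NP rats are compared. With R of at least 0.95, with correlations over all 12 arrays or with an inflation of 2.0, 2 of the 6 largest were higher in D21 rats, as they were without whole NP rat 8, whole NP rat 10 or whole D21 rat 7, settings chosen after seeing the values.

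The paper lists the genes of Tables 3 and 4 as changed in D21 rats only and those of S2 and S3 Tables as changed in NP rats only. Of the genes tested, 21 of 29 in Table 3 and 20 of 28 in Table 4 were also called in NP rats by limma, and 29 of 53 in S2 Table and 25 of 28 in S3 Table were also called in D21 rats. By the methods' t-test these numbers were 2, 2, 2 and 1.

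Mmp12, Fcna, Ccr1 and Cd4 are given by the paper as higher in D21 than NP rats among the genes common to both. Their interactions were not significant (adjusted p = 0.439, 0.113, 0.739 and 0.208 from limma) and rest on signals below background. That of Fcna was significant with array weights (log2 difference 1.53), and no alternative made the others so. Of the genes given as higher in NP rats, Cd34 had an interaction adjusted p of 0.083 from limma, and was significant with array weights, with quantile normalization, without Mφ-depleted NP rat 7 and without whole NP rat 9 (log2 differences -3.39, -3.02, -3.55 and -3.47), also with signals below background. Prelp, given as common to both groups, was not called in D21 rats (log2 fold change 0.50), and was called there on the last scan day alone (1.18), a setting chosen after seeing the values.

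Crem is named as raised in both groups. It was not called in NP rats (0.52), under any alternative. F3 and Nectin2 are named among the regulated genes and were not called between whole and Mφ-depleted cervix. F3 was called in NP rats without whole NP rat 9, with a log2 fold change of -1.06. Their interactions were significant with array weights (1.26 and 1.35). Adam10, named beside them, was called in D21 and not in NP rats.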

Other observations

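The counts over other splits of the arrays, the test on concentration, the test on purine-rich probes and the tests on scan date and slide were chosen after the result was seen. Immediate-early genes were lower in whole than Mφ-depleted cervix in both groups, and in no case did an array of one kind reach the other. The lowest Mφ-depleted array lay 1.64 above the highest whole array in the mean log2 intensity of the list. None of the 17 genes was higher in whole cervix in either group, and 17 of 18 genes tested in D21 and 15 of 16 in NP rats differed by limma adjusted over the list alone, against 16 and 15 adjusted over all genes. With genes below background at their bounds, the medians were -2.83 in D21 and -1.90 in NP rats. 7 genes of the list are in the paper's tables of Mφ genes. Longer handling of the Mφ-depleted suspensions, which alone went through the antibody and bead steps, is a candidate explanation. It cannot be told apart from an effect of the removal of Mφs on these genes in the other cells, since no suspension had the one without the other. Removal of Mφs alone could also concentrate the RNA of the remaining cells, which would raise the lists of these cells alike. In Mφ-depleted cervix the mean of the list rose by more than that of the epithelial list, by 2.23 in D21 and 0.94 in NP rats on the log2 scale, and by more than that of the endothelial list, by 3.69 and 2.92. The larger SD of these differences between the rats of a group was 0.30, 0.60, 0.40 and 0.35 (n = 3). Whole and Mφ-depleted rats did not overlap in any of them, by a margin of 0.18 for the epithelial list in NP rats, and 3 rats against 3 allow no exact permutation p below 0.1. The tables argue against concentration as the whole explanation, and a part of the rise stays open.

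Smooth muscle and fibroblast genes were higher in whole than Mφ-depleted cervix. The smallest of the 4 medians of these lists was 1.40 on the log2 scale, for fibroblast genes in D21 rats. That median was 0.91 with slide as a block and 0.86 with scan day as a block (adjusted p = 0.0398 and 0.00472 by fry of limma). A loss of cells other than Mφs in the bead separation is a candidate explanation. It cannot be told apart from an effect of the removal of Mφs on these genes, since no suspension had the one without the other. The tables argue against a smaller share of 1 cell type that moves all others alike: in NP rats the median of the fibroblast list minus that of the epithelial list was 5.56. With limma, 9 of 10 smooth muscle genes in D21 and 10 in NP rats differed adjusted over the list alone (6 and 10 over all genes), and 4 of 10 and 9 of 9 fibroblast genes (Dcn, Dpt, Lum and Postn in D21 rats, named after their values were seen, and over all genes 4 and 9). The cervix expresses both kinds of gene, and 3 smooth muscle genes and 1 fibroblast gene are in the paper's tables. In whole cervix the smooth muscle list had a median log2 change between D21 and NP rats of -0.83 (adjusted p = 0.0288 by fry of limma), and did not pass with slide as a block (median -0.88, adjusted p = 0.143 by fry of limma, in a range over the alternatives of 0.00518 to 0.143), nor without whole NP rat 8 or 10 or whole D21 rat 6 or 7, where the medians were -0.87, -0.78, -0.75 and -0.83. The epithelial list was higher by 1.57 (adjusted p = 1.1e-04 by fry of limma), with 7 of 10 genes past limma's threshold adjusted over the list alone and 7 over all genes.

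Skeletal muscle genes were lower in D21 than NP whole cervix, with a median log2 change of -2.13 (adjusted p = 1.1e-04 by fry of limma). The list had a mean log2 intensity of -0.85 ± 0.27 in D21 and 1.59 ± 0.59 in NP whole cervix (SD, n = 3), and the NP rats ranged from 0.91 to 1.97. Only 4 of the 10 genes were well above background in a group, and 2 are in the paper's tables. Skeletal muscle carried along with the NP cervices is a candidate explanation. With so few genes it cannot be told apart from lower expression in the D21 cervix. Between whole and Mφ-depleted cervix the list was higher by 1.27 in D21 and 5.15 in NP rats (adjusted p = 0.0352 and 4.7e-06 by fry of limma). In NP whole cervix Tnnc2 had a log2 intensity of 4.30 ± 1.05 and Acta1 one of 4.03 ± 1.10 (SD, n = 3). In D21 rats the list did not pass with quantile normalization (1.09) or with all genes of the list (0.49), nor with slide or scan day as a block (adjusted p = 0.843 and 0.199 by fry of limma, in a range over the alternatives of 0.00953 to 0.843). It did not pass either, with medians of 1.27, 1.27, -0.0679, 1.08, 0.26, -0.0679, 1.31 and 1.08, without Mφ-depleted NP rat 5, without Mφ-depleted NP rat 6, without Mφ-depleted NP rat 7, without Mφ-depleted D21 rat 1, without Mφ-depleted D21 rat 4, without whole NP rat 9, without whole D21 rat 5 and without whole D21 rat 6. Without Mφ-depleted NP rat 7 or Mφ-depleted D21 rat 4 the median in NP rats was 2.13 or 2.34, with more genes of the list in the test.

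Genes without a gene name made up 34.7% (379 of 1093) of those lower and 22.1% (312 of 1410) of those higher in whole than Mφ-depleted cervix of D21 rats. In NP rats the shares were 19.8% (284 of 1437) and 20.8% (377 of 1815), so that there they were not more frequent among the lower genes. The array has 46 probes of which at least 90% of the bases are A or G, and 36 were well above background in a group. Left after removal of the 5 probes by which the pattern was noticed, not all of them of this composition, 33 had a median log2 change of -3.21 in D21 and -2.17 in NP rats, and 33 of 33 were at least 2-fold lower in both groups. None of them has a gene name, and 19 and 14 of the unnamed genes called lower are of this kind, against 0 and 0 of those called higher. Among probes of other composition 5.84% were, with medians of -0.02 and -0.02, and those of them without a gene name had -0.22 and 0.06. Such probes may share sequence and are not independent. The result fits a purine-rich sequence as the property behind this part of the unnamed genes. Genomic DNA in the Mφ-depleted RNA could give it too. It would raise probes rich in C and T as well, of which the array holds 0 with at least 90% of these bases, so that this was not tested and stays open. A transcript rich in purines that rises in the depleted cells stays open as well.

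The folds in the NP column of the paper's S1 Table take 7 values over 29 genes and those in its S2 Table 3 values over 53 genes. Rounded to whole numbers, reciprocals of a ratio in hundredths give 82 of these 82 folds. From the authors' normalized values, the reciprocal of the Mφ-depleted over whole ratio of arithmetic means, rounded to 2 decimals, gave the table's fold for 62 of the 82 genes, and for 2 without the rounding. With geometric means the numbers were 67 and 5. This fits a ratio rounded before its reciprocal was taken, so that folds of this size in these columns may be coarse. No biological explanation was tested.

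Whole and Mφ-depleted arrays were not spread evenly over slides and scan days. In NP rats 62.9% of the calls stayed past the threshold with the same sign with slide as a block, and 70% with scan day as a block. Only 1 Mφ-depleted NP array, that of rat 7, shares a slide or day with whole arrays. It had the lowest share of probes well above background (44.9%). These checks lean on that array, so that scan date and slide are not excluded in NP rats either. In D21 rats the shares were 15.3% and 44.6%. Of the D21 calls 98.9% kept their sign with slide as a block, and the median of the Mφ list was 4.59. Only 1 Mφ-depleted D21 array shares a slide or day with whole arrays, and it shares no slide with a D21 whole array, so that for the calls that were lost, scan date and slide cannot be told apart from the removal of Mφs.

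Among the 10 splits of the 6 arrays of a comparison, 1 gave as many calls as the real groups in whole cervix, 1 in D21 and 1 in NP rats, the real one each time. The other splits gave at most 183, 323 and 345 calls. With 10 splits the share cannot be below 0.1, so that chance cannot be excluded by this count alone.

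The remaining lists are given as the median log2 change between whole and Mφ-depleted cervix in D21 and NP rats, with adjusted p by fry of limma. The mast cell list had 3.32 and 3.22 (adjusted p = 2.8e-04 and 0.00149 by fry of limma), or 2.82 and 2.81 with bounds, and 5 of 6 and 5 of 5 genes differed by limma, adjusted over the list alone or over all genes (Cma1, Cpa3, Mcpt1, Tpsab1 and Tpsb2 in D21 and Cma1, Cpa3, Kit, Mcpt1 and Tpsb2 in NP rats, named after their values were seen). All of these were higher in whole cervix except Kit, which was lower in NP rats, with a log2 fold change of -2.08 (adjusted p = 0.00932 from limma). With slide as a block the mast cell list did not pass in D21 rats (median 3.14, adjusted p = 0.0686 by fry of limma, in a range over the alternatives of 7.4e-05 to 0.0686). The adipocyte list had 1.90 and 3.72 (adjusted p = 0.0113 and 1.7e-04 by fry of limma), or 1.39 and 3.49 with bounds, and did not pass in D21 rats with slide as a block (median -0.41, adjusted p = 0.631 by fry of limma) or scan day as a block (median 1.13, adjusted p = 0.0503 by fry of limma, in a range over the alternatives of 0.00326 to 0.631). The T and NK cell list had 1.11 and 1.03 (adjusted p = 0.0126 and 4.0e-04 by fry of limma), and was not past the threshold in D21 rats with quantile normalization (0.86), while without Mφ-depleted D21 rat 4 its median was 0.68. Between D21 and NP whole cervix its median was -1.42 (adjusted p = 0.0239 by fry of limma), and did not pass there with quantile normalization or without whole NP rat 8 or 10 or whole D21 rat 6 or 7, with medians of -1.17, -1.44, -1.49, -1.24 and -1.14. The B cell list, with 2 genes, had 0.28 and -0.14 and the housekeeping list -0.02 and 0.03, and neither passed (adjusted p = 0.778, 0.687, 0.732 and 0.73 by fry of limma). Median and mean differed in sign for the fibroblast list (-0.07 and 0.14) and the heat shock list (0.14 and -0.06) between D21 and NP whole cervix, and for the housekeeping list in NP rats (0.03 and -0.17) and in its difference between D21 and NP rats (-0.08 and 0.06). Of the lists' genes 2 mast cell, 2 adipocyte, 1 T and NK cell and 3 epithelial genes are in the paper's tables.

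By fitted change, the 5 genes most raised in whole over Mφ-depleted cervix of D21 rats under the rule for named genes were Adgre1, Csf1r, Gpr34, Retnlg and Fcnb. All except Csf1r were below background on every Mφ-depleted array, so that their order is not measured. Adgre1 was at least 38.1-fold, Gpr34 at least 21.1-fold and Retnlg at least 60.2-fold higher (adjusted p = 1.5e-05, 0.00319 and 0.0085 from limma). In NP rats they were Retnlg, with a log2 fold change of 8.73 (adjusted p = 5.5e-04 from limma), Acta1 with 8.36, Tnnc2 with 7.95, and Car3 and Igsf7 l1, at least 70.5-fold and 96.6-fold higher. Retnlg was well above background on 1, Acta1 on 2 and Tnnc2 on 2 of 3 Mφ-depleted NP arrays. Retnlg, Igsf7 l1 and Gdf15 were matched to no gene of the paper's tables. Retnlg differed between rats, with log2 intensities of 3.92 ± 3.22 in NP and 1.22 ± 1.75 in D21 whole cervix (SD, n = 3), and with single rats left out its change in NP rats was 7.76 without whole NP rat 8 to 10.58 without whole NP rat 9. It was not called by the methods' t-test or on the last scan day alone in either group, nor in D21 rats with normexp background correction or slide as a block (log2 fold change 3.08). Gpr34 was not called in D21 rats with normexp background correction or slide as a block. Of the 5 genes most lowered, all in D21 and 4 in NP rats have no gene name. The other, Gdf15, had a log2 fold change of -6.59 in NP rats (adjusted p = 1.2e-04 from limma), with 1 of 3 whole arrays well above background. After adjustment the methods' t-test called none of these genes except Tnnc2 and Car3 in NP rats. Retnlg is in none of the lists of marker genes, and from which cells its RNA comes was not tested.

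Between D21 and NP whole cervix, the epithelial, smooth muscle, skeletal muscle and T and NK cell lists passed by fry of limma, with the exceptions given above for the smooth muscle and T and NK cell lists, and the others did not. The medians of the others were Mφ (0.25), neutrophil (-0.45), mast cell (0.19), B cell (0.34), fibroblast (-0.07), endothelial (0.17), adipocyte (-1.22), immediate-early (0.41), heat shock (0.14) and housekeeping (-0.09). Of these, other settings took past the threshold the adipocyte list without whole NP rat 8 (-1.94) and the immediate-early list without Mφ-depleted NP rat 6 (0.41), without Mφ-depleted NP rat 7 (0.40) and with scan day as a block (0.41). The difference between D21 and NP rats in the change with depletion was not significant by fry of limma for Mφ (-0.73), neutrophil (0.28), mast cell (0.36), T and NK cell (-0.25), B cell (0.41), endothelial (0.04), adipocyte (-2.35), immediate-early (-0.40), heat shock (-0.51) and housekeeping (-0.08), heat shock aside as given above. It was significant for the Mφ list without Mφ-depleted D21 rat 4 (-0.64), the T and NK cell list with all genes of the list (-0.44), without Mφ-depleted D21 rat 4 (-0.34), with slide as a block (-0.24) and with scan day as a block (-0.38), the adipocyte list without whole NP rat 8 (-2.70) and with slide as a block (-3.13) and the immediate-early list without Mφ-depleted NP rat 6 (-0.61) and without Mφ-depleted D21 rat 4 (-0.74). Neither an explanation of these differences nor the cause of their dependence on these settings was tested.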
